# Transcription Factor TFAP2C Regulates Major Programs Required for Murine Fetal Germ Cell Maintenance and Haploinsufficiency Predisposes to Teratomas in Male Mice

**DOI:** 10.1371/journal.pone.0071113

**Published:** 2013-08-13

**Authors:** Jana Schemmer, Marcos J. Araúzo-Bravo, Natalie Haas, Sabine Schäfer, Susanne N. Weber, Astrid Becker, Dawid Eckert, Andreas Zimmer, Daniel Nettersheim, Hubert Schorle

## Abstract

Maintenance and maturation of primordial germ cells is controlled by complex genetic and epigenetic cascades, and disturbances in this network lead to either infertility or malignant aberration. Transcription factor TFAP2C has been described to be essential for primordial germ cell maintenance and to be upregulated in several human germ cell cancers. Using global gene expression profiling, we identified genes deregulated upon loss of *Tfap2c* in embryonic stem cells and primordial germ cell-like cells. We show that loss of *Tfap2c* affects many aspects of the genetic network regulating germ cell biology, such as downregulation of maturation markers and induction of markers indicative for somatic differentiation, cell cycle, epigenetic remodeling and pluripotency. Chromatin-immunoprecipitation analyses demonstrated binding of TFAP2C to regulatory regions of deregulated genes (*Sfrp1, Dmrt1*, *Nanos3*, *c-Kit*, *Cdk6*, *Cdkn1a*, *Fgf4*, *Klf4*, *Dnmt3b* and *Dnmt3l*) suggesting that these genes are direct transcriptional targets of TFAP2C in primordial germ cells. Since *Tfap2c* deficient primordial germ cell-like cells display cancer related deregulations in epigenetic remodeling, cell cycle and pluripotency control, the *Tfap2c*-knockout allele was bred onto 129S2/Sv genetic background. There, mice heterozygous for *Tfap2c* develop with high incidence germ cell cancer resembling human pediatric germ cell tumors. Precursor lesions can be observed as early as E16.5 in developing testes displaying persisting expression of pluripotency markers. We further demonstrate that mice with a heterozygous deletion of the TFAP2C target gene *Nanos3* are also prone to develop teratomas. These data highlight TFAP2C as a critical and dose-sensitive regulator of germ cell fate.

## Introduction

Germ cell cancers (GCCs) are usually diagnosed between the age of 20–40 years and are the most common cancer type of young men [1]. In infants and pre-pubertal adolescents, teratomas and yolk-sac tumors (Type I GCC) are detected in gonads, cranium or along the body midline. These tumors characteristically consist of tissues of all three germ layers and are generally benign in nature, with rare malignant transformation. It is assumed that the precursor cells of these tumors are primordial germ cells/gonocytes which fail to progress into spermatogonia [2];3;4] and transform into embryonal carcinoma (EC) cells which appear at embryonic day (E) 15.5 [5]. Knowledge of the regulatory network of germ cell specification, maintenance and differentiation is required to further understand the molecular basis of this malignancy and some of the molecular key players have been determined in the past years. Specification of murine primordial germ cells (PGCs) occurs at E6.75 and is mediated by BMP signaling (BMP4/BMP8b) [6]; [7]; [8], which leads to induction of *Prdm1* and *Prdm14.* PRDM1 (BLIMP1) together with PRDM14 are viewed as the key regulators since they orchestrate the re-acquisition of pluripotency and repression of the somatic program in PGCs [9]; [10]; [11]. Single cell analyses in *Blimp1* deficient PGCs suggest that the transcription factor TFAP2C is a downstream target of BLIMP1, as *Tfap2c* level was found to be dramatically reduced in *Blimp1* deficient PGCs [10]. TFAP2C (Tcfap2c/AP-2γ) is a member of the activator protein-2 (AP-2) family, which comprises of five closely related members, namely *Tfap2a-e*. They are characterized by a highly conserved DNA-binding and dimerization motif at the C-terminus. AP-2 transcription factors bind to DNA as functional dimers and their activation is mediated by an N-terminal transactivation domain [12]. *Tfap2c* is expressed in murine PGCs shortly after their specification from E7.25 up to E12.5 after they have migrated and colonized the genital ridges [13]. After arrival in the genital ridges, PGCs initiate further differentiation indicated by downregulation of pluripotency markers *Nanog, Oct3/4, Sox2* [14], exit of mitosis [15], upregulation of germ cell markers *Mutvh* and *Dazl* [16]; [17] and epigenetic remodeling (remethylation, upregulation of *de novo* methylases) [18]. Similar to *Blimp1* [9], *Tfap2c* deficient PGCs are lost shortly after specification at E8.5. In *Tfap2c^−/−^*PGCs, germ cell markers (like *Stella/Dppa3*, *Nanos3*, *Dazl*, *Mutvh*) are downregulated and the somatic gene program is upregulated (*Hoxb1*, *Hoxa1*, *T*) resulting in loss of PGC-fate and somatic differentiation of the cells [13]. In humans, TFAP2C expression is detected in fetal germ cells from week 12 to 37 of pregnancy and in a small subset of cells (gonocytes) in the infantile testes (until 4 months of postnatal age) [19]. Furthermore, high levels of TFAP2C protein were observed in precursor lesions of GCC (carcinoma in situ (CIS)) and classical seminomas [19]; [20].

In this study, we analyzed the consequences of lack of *Tfap2c* in PGC-like cells (PGCLCs). Global cDNA expression profiling revealed that *Tfap2c* deficiency affects cell cycle exit, epigenetic remodeling, germ cell differentiation and regulation of pluripotency. Using chromatin-immunoprecipitation (ChIP) analyses we show that *Sfrp1*, *Dmrt1*, *Nanos3*, *c-Kit*, *Cdk6*, *Cdkn1a*, *Fgf4*, *Klf4, Dnmt3b* and *Dnmt3l* are direct transcriptional target genes of TFAP2C. The data suggest that TFAP2C governs many aspects of PGC development, some of them being also involved in GCC formation. In line with this, we demonstrate that haploinsufficiency of *Tfap2c* or its target gene *Nanos3* lead to high rate of GCC in 129S2/Sv mice, resembling human pediatric germ cell tumors.

## Materials and Methods

### Animals/Ethics Statement

All experiments were conducted according to the German law of animal protection and in agreement with the approval of the local institutional animal care committees (Landesamt für Natur, Umwelt und Verbraucherschutz, North Rhine-Westphalia (approval ID: #8.87-50.10.31.08.238). The experiments were conducted in accordance with the International Guiding Principles for Biomedical Research Involving Animals as announced by the Society for the Study of Reproduction.

### Generation of Blimp1mVenus/Tfap2c^−/−^ ESCs

The derivation of embryonic stem cells (ESCs) from blastocysts was performed by mating Blimp1mVenus (*Tg^(Prdm1-Venus1)Sait^*, MGI:3805969) [21] with *Tfap2c^flox/flox^* (*Tfap2c^tm1Hsc^*, MGI:2176695) [22] mice. ES cells were derived according to published protocols to obtain *Blimp1mVenus/Tfap2c^flox/flox^* ESCs [23]. Transient transfection with a pGK-Cre plasmid resulted in Cre-mediated excision of the floxed sites leading to *Blimp1mVenus/Tfap2c^−/−^*ESCs. Genotyping of *Tfap2c* and *Blimp1mVenus* alleles was done as described previously [21]; [22].

### Embryoid Body Formation

For gene expression analysis *Blimp1mVenus/Tfap2c^ctrl^* and *Blimp1mVenus/Tfap2c^−/−^*ESCs were cultured for embryoid body (EB) formation in DMEM/F12/Neurobasal media (1∶1) supplemented with Glutamax, N2-Supplement (1×), B27-Supplement (1×), L-Glutamine (1×) (all Gibco, Life Technologies, Darmstadt, Germany), BSA (2,5 mg/ml; Sigma Aldrich; Munich, Germany), ß-Mercaptoethanol (100 µM, PAA; GE Healthcare; USA), Insulin (1 mg/ml; Sigma Aldrich; Munich, Germany), PD0325901 (1 µM; Stemgent, San Diego, USA), CHIR99021 (3 µM; Stemgent, San Diego, USA) and Lif (1000 U/ml; Esgro, Merck Millipore, Darmstadt, Germany). Cells were dissociated with Accutase (PAA; GE Healthcare; USA). PGCLC differentiation was performed as described by Hayashi et al. [24]. *Blimp1mVenus/Tfap2c^ctrl^*-PGCLCs and *StellaGFP* ESCs [25] (which were differentiated into EBs for 5 days as described by Young et al. [26]) were used for ChIP analyses. For *StellaGFP*-PGCLC *in vitro* differentiation DMEM supplemented with GlutaMAX, Sodium Pyruvat (Gibco, Life Technologies, Darmstadt, Germany), ß-mercaptoethanol (100 µM; PAA; GE Healthcare; USA), nonessential amino acids (1×; PAA; GE Healthcare; USA); essential amino acids (1×; PAA; GE Healthcare; USA); L-Glutamine (2 mM; PAA; GE Healthcare; USA); Penicillin/Streptomycin (1×; PAA; GE Healthcare; USA); LIF (1000 U/ml; Esgro, Merck Millipore, Darmstadt, Germany); 15% ES FCS (Hyclone; Thermo Scientific; USA) and BMP4 (100 ng; R&D Systems; Wiesbaden, Germany) was used.

### Fluorescence Activated Cell Sorting (FACS)

Embryoid bodies were washed with PBS, dissociated with Accutase (PAA; GE Healthcare; USA) and filtered through a cell strainer (40 µm, BD Biosciences, Heidelberg, Germany). Analysis was performed using FACS Aria III analytical flow cytometer (BD Biosciences, Heidelberg, Germany). All Blimp1mVenus positive cells were recorded per experiment. Data were analyzed using BD FACSDiva 6.3.1 software. Significance was calculated by 2 paired t-test. A p-value of <0.05 was considered to be significant.

### Transfection of TCam-2 Cells

siRNA mediated knockdown of TFAP2C in TCam-2 cells was performed as described by [27]. Scrambled and TFAP2C siRNA were obtained from Origene (TFAP2C SR304789, Origene Technologies, Rockville, USA).

### Chromatin-immunoprecipitation

Aliquots of 1×10^5^ PGCLCs were cross-linked with 1% formaldehyde for 7 min and incubated with 0.1 M glycine for 5 min at room temperature. Cells were resuspended in 200 µl SDS Lysis Buffer and sonicated for 2 cycles (5 min) and 1 cycle (2 min) (30 sec “ON”/30 sec “OFF”). Chromatin-immunoprecipitation (ChIP) experiments were performed as described in [28]. For immunoprecipitation 3 µg antibody against TFAP2C (clone H77/sc-8977 X; SantaCruz, Santa Cruz, USA) and as control antibody against rabbit IgG (Merck Millipore, Darmstadt, Germany) on protein G coupled Dynabeads (Life Technologies, Darmstadt, Germany) were used. Immunoprecipitated DNA was amplified using GenomePlex® Single Cell Whole Genome Amplification Kit (WGA4) (Sigma Aldrich; Munich, Germany) according to manufacturer’s protocol. Amplified ChIP DNA was subjected to qPCR using a Maxima SYBR Green/ROX (Fermentas, Thermo Scientific; USA) in a ViiA™ 7 Real-Time PCR System (Applied Biosystemş Life Technologies, Darmstadt, Germany) according to the manufacturer’s specified parameters. Amplicons were normalized to the non-immunoprecipitated input DNA. Primers used for qPCR are listed in Table S4.

### Semiquantitative RT-PCR

Total RNA from ESCs and sorted PGC-like cells were isolated using RNeasy Mini Kit (Qiagen, Hilden, Germany). First-strand cDNA were synthesized using RevertAid Premium reverse transcriptase (Fermentas, Thermo Scientific; USA). RNA from gonads was extracted using the Nucleo Spin FFPE RNA Kit (Macherey & Nagel, Düren, Germany); 100 ng was used for cDNA synthesis (SuperScriptIII; Invitrogen, Karlsruhe, Germany). RT-PCR-primers are listed in Table S5.

### qRT-PCR

RNA from PGCLCs and gonads was isolated using RNeasy Mini/Micro Kit (Qiagen, Hilden, Germany), respectively. Total RNA from TCam-2 cells was extracted by Trizol (Sigma Aldrich; Munich, Germany) according to manufactureŕs instructions. For amplification of PGCLCs, gonadal and TCam-2 mRNA, SYBR GreenER Reagent Mix (Invitrogen, Karlsbad, Germany)/Maxima SYBR Green/ROX (Fermentas, Thermo Scientific; USA) was used. Housekeeping genes *βActin* and *Gapdh* were used for data normalization. The experiments were performed in biological triplicates. Primer sequences for qRT-PCR are given in Table S6.

### Transcriptome Microarray Analysis

For the microarray experiments GeneChip Mouse Genome 430 2.0 Arrays (Affymetrix, Santa Clara, CA, USA) were used. RNA was extracted from ESCs and sorted PGCLCs using the RNeasy Mini Kit (Qiagen, Hilden, Germany). RNA quality was tested using the Agilent 2100 Bioanalyzer (Agilent Technologies, Böblingen, Germany). For the Affymetrix array, 100 ng of total RNA were used. The arrays were washed and stained according to the manufacturer’s recommendations and scanned in a GeneChip scanner 3000 (Affymetrix, Santa Clara, CA, USA). The normalization was calculated with the RMA (Robust Multi-array Analysis) algorithm [29]. Data post-processing and graphics were performed with in-house developed functions in Matlab. Hierarchical clustering of genes and samples was performed with one minus correlation metric and the unweighted average distance (UPGMA) (also known as group average) linkage method. The gene ontology analysis based on AMIGO gene ontology database [30]. The significance of the gene ontology terms of the differentially expressed genes was analyzed using an enrichment approach based on the hypergeometric distribution. All sets of gene ontology terms were backpropagated from the final term appearing in the gene annotation until the root term of each ontology. The significance (p-value) of the gene ontology terms enrichment was calculated using the hypergeometric distribution. The multitest effect influence was corrected through controlling the false discovery rate using the Benjamini-Hochberg correction at a significance level α = 0.05. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE45941.

### Laser Microdissection

Paraffin-embedded tissue was sectioned to 10 µm thickness and mounted on P.A.L.M. Frame slides (Carl-Zeiss Micro Imaging, Göttingen, Germany) and stained with SSEA-1 antibody (R&D Systems, Minneapolis, USA). SSEA-1 positive areas were dissected using P.A.L.M. Microlaser Technology (Carl-Zeiss Micro Imaging, Göttingen, Germany). Dissected tissue was collected in lysis buffer (1 mM EDTA pH 8, 10 mM Tris-HCl pH 8, 0.5% Tween20, 100 mg/ml proteinase K) and incubated at 37°C for 3 hrs, heated to 85°C for 10 min. DNA was extracted with QiaAmp DNA Micro Kit (Qiagen, Hilden, Germany). RNA was extracted with Nucleo Spin FFPE RNA Kit (Macherey & Nagel, Düren, Germany).

### Histology and Immunohistochemistry

Sections and cells were fixed and stained as described by Weber et al. [13]. The following antibodies were used: TFAP2C (1∶300–1∶500, SantaCruz, Santa Cruz, USA), OCT3/4 (1∶100, SantaCruz, Santa Cruz, USA), SSEA1 (1∶100, R&D Systems, Minneapolis, USA), anti-rabbit biotinylated (1∶500; DAKO, Hamburg, Germany), anti-rat biotinylated (1∶200; DAKO, Hamburg, Germany), anti-rabbit Alexa fluor 594 (1∶1000; Life Technologies, Darmstadt, Germany); anti-mouse Alexa fluor 488 (1∶1000; Life Technologies, Darmstadt, Germany). Nuclei were stained using 1∶500 33342 Hoechst (1 mg/ml; Life Technologies, Darmstadt, Germany).

## Results

### *Tfap2c* Deficient ESCs Generate Less PGCLCs

In order to analyze the molecular consequences of *Tfap2c* deficiency in PGCs we took advantage of protocols allowing PGCLC derivation from embryonic stem cells through an epiblast-like cell (EpiLC) intermediate [24]. *Blimp1mVenus* reporter mice [21] were bred into the *Tfap2c^flox/flox^* background [22] and two *Blimp1mVenus/Tfap2c^flox/flox^* embryonic stem cell (ESC) lines were established. Next, the ESC-lines were transiently transfected with a plasmid encoding the Cre-Protein (pgk-Cre) mediating the deletion of the *Tfap2c^flox/flox^* alleles resulting in *Blimp1mVenus/Tfap2c^−/−^* ESCs (#1-*Tfap2c^−/−^* and #2-*Tfap2c^−/−^*) (Fig. S1 A, B, C). For all following experiments, the parental *Blimp1mVenus/Tfap2c^flox/flox^* ESC-lines served as control (ctrl). Under serum and feeder-free conditions ESCs were differentiated for two days into EpiLCs, which display a flattened epithelial-like structure (Fig. S2 A). The expression of marker genes in #1-*ctrl*, #1-*Tfap2c^−/−^*, #2-*ctrl* and #2-*Tfap2c^−/−^* cells was analyzed by semiquantitative RT-PCR to address the question, whether loss of TFAP2C affects differentiation from ESCs to EpiLCs. Upon differentiation into EpiLCs, marker genes for ESCs, *Klf4* and *Prdm14*, were downregulated and epiblast associated genes *Fgf5* and *Dnmt3b* were upregulated (Fig. S2 B). The results suggest that the generation of EpiLCs is not affected by lack of TFAP2C.

Next, PGCLC differentiation was induced by cultivating EpiLCs in medium supplemented with BMP4, BMP8b, SCF, LIF and EGF [24]. Induction of the *Blimp1mVenus* reporter indicated the generation of PGCLCs, which were quantified using fluorescence activated cell sorting (FACS) (Fig. S1 C/S2 C). Using *Tfap2c^−/−^* ESC-lines, we obtained less Blimp1mVenus positive PGCLCs (#1∶9.3% vs. 2.7% (significant); #2∶3% vs. 1.5% (non-significant)) (Fig. S2 D). RT-PCR demonstrated that lack of *Tfap2c* did not affect the expression of the early germ cell marker *Prdm14*, but lead to a reduction of late markers (*Stella, Nanos3*) (Fig. S2 E). Expression of *Prdm14* and the *Blimp1mVenus* reporter indicate that PGCLCs are specified in the absence of TFAP2C. However, the reduction of the number of PGCLCs strongly suggests a role of TFAP2C in the maintenance of the PGC-fate. The fact, that the expression of late germ cells markers is impaired argues against the possibility that the *Tfap2c^−/−^*PGCLCs undergo premature differentiation.

### Transcriptome Analysis of *Tfap2c* Deficient ESCs and *in vitro* Differentiated PGCLCs

To gain insight into the consequences of lack of *Tfap2c* on a genome-wide level, gene expression analysis using ESCs and PGCLCs (#1-*ctrl;* #1-*Tfap2c^−/−^*; #2-*ctrl* and #2-*Tfap2c^−/−^*) was performed with Affymetrix Mouse 430 2.0 microarrays. 

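Gene expression was measured on 8 arrays, 2 each for control ESCs, Tfap2c−/− ESCs, control PGCLCs and Tfap2c−/− PGCLCs, and the PGCLCs were cells sorted for the Blimp1mVenus reporter. Tfap2c itself was lower in the knockout of both cell types, without passing the test. On the most highly expressed of its 3 probe sets it was 10.07 ± 0.32 (SD, n = 2) in control PGCLCs and 8.69 ± 0.23 (SD, n = 2) in Tfap2c−/− PGCLCs, a log2 difference of −1.38 (SE 0.42, adjusted p = 0.15, limma). In ESCs it was 8.51 ± 0.89 (SD, n = 2) in controls and 6.88 ± 0.57 (SD, n = 2) in the knockout, a log2 difference of −1.63. This ESC difference was −2.26 without control ESC sample 1 and −1.01 without control ESC sample 2. The 3 probe sets gave log2 differences from −1.60 to −1.38 in PGCLCs and from −1.63 to −1.52 in ESCs. Whether these probe sets lie in the part of the gene that Cre removes is not given. For the deletion itself the paper presents genotyping PCR and TFAP2C immunofluorescence of the ESC lines. The array values therefore do not test whether the gene was deleted. The deposited values are log2 expression values normalized by the authors. The paper's methods name RMA, the submitters' processing notes name GCRMA, and the median of each array lay between 3.47 and 3.55. Each array carries 45101 probe sets, of which 34945 name a single gene in the annotation of the array, and these cover 18193 genes. For the tests a gene was represented by the probe set with the highest mean over the 8 arrays, and limma was fitted to the 4 groups together with p adjusted by the Benjamini-Hochberg method over the 18193 genes. The labels call the samples biological replicates but do not tie the numbers 1 and 2 to the cell lines #1 and #2, so p measures the spread between these samples. Control PGCLC sample 2 differed most in its control probe sets. Its poly-A spike-in probe sets had a log2 mean of 7.91, against 5.42 to 5.91 in control PGCLC sample 1 and the ESCs. Tfap2c−/− PGCLC samples 1 and 2 were raised as well, at 7.44 and 6.72. The Gapdh probe set near the 3′ end exceeded the one near the 5′ end by 0.95 in control PGCLC sample 2. On the other arrays this excess was 0.31 to 0.52.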

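The 2 Tfap2c−/− PGCLC samples joined each other at a distance of 0.0128, and the 2 control PGCLC samples joined each other at 0.0122. The distance is 1 minus the Pearson correlation over 45037 probe sets, joined by average linkage. These PGCLC pairs joined at 0.0220, and the PGCLCs joined the ESCs at 0.0315. The ESCs did not separate by genotype. Control ESC sample 2 joined Tfap2c−/− ESC sample 1 at 0.00813, control ESC sample 1 joined these at 0.00977, and Tfap2c−/− ESC sample 2 joined last, at 0.0175. The separation of the PGCLC genotypes depended on the correlation used. With the Spearman correlation control PGCLC sample 1 joined Tfap2c−/− PGCLC sample 1 at 0.0203, and Tfap2c−/− sample 2 and then control sample 2 joined this pair at 0.0254 and 0.0294. The paper reasons from the close branches of its tree to similar expression profiles within the pairs.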

Hierarchical clustering showed that *Tfap2c^−/−^*PGCLCs cluster close together and distant from control samples indicating the high similarity of gene expression profiles within the *Tfap2c^−/−^* and *ctrl* pairs (Fig. 1 A). Heat map shows differentially expressed transcripts between the *Tfap2c^−/−^* and *ctrl* PGCLCs (Fig. 1 B). 

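Among the genes that fell most in Tfap2c−/− PGCLCs were 3 reproductive homeobox genes of the X chromosome and Dppa3 (Stella), a gene of early germ cells. On the log2 scale Rhox6 fell by 6.12 (SE 0.28, adjusted p = 0.000205, limma), Rhox9 fell by 5.60 and Rhox5 fell by 4.29. Dppa3 fell by 4.28 (SE 0.85, adjusted p = 0.0413, limma). The other genes of the 10 largest decreases were BC048679 (−5.17), the choline dehydrogenase gene Chdh (−4.81), the adenylate kinase gene Ak4 (−4.30), the glycerol-phosphate acyltransferase gene Gpat3 (−4.23), the MHC class I gene H2-Bl (−4.16) and the autophagy receptor gene Calcoco2 (−3.66). The largest increase was that of the carbonyl reductase gene Cbr3, at 4.61 (SE 0.29, adjusted p = 0.000762, limma). It was followed by Stmn2, which encodes a stathmin of neurons (3.87), Laptm5 (3.78), Apela, which encodes a peptide ligand of the apelin receptor (3.75), and Zic2, a zinc finger transcription factor gene of neural development (3.71). The remaining genes of the 10 largest increases were the transporter gene Slc6a15 (3.59), the neurofilament gene Nefl (3.57), the ESC-expressed Ras gene Eras (3.53), the hedgehog effector gene Gli2 (3.49) and 2310043M15Rik (3.35). All 20 passed limma at an adjusted p between 0.000118 (Rhox9) and 0.0413 (Dppa3), and in each both knockout samples lay on the same side of both controls. Of the 20 calls, 13 were kept without control PGCLC sample 2, 12 without Tfap2c−/− PGCLC sample 2, 14 without Tfap2c−/− sample 1 and 17 without control sample 1 or with the 4 PGCLC samples alone. The 5 probe sets of Laptm5 gave log2 differences from −0.07 to 3.78, and −0.07 came from the most highly expressed of those not marked as liable to cross-hybridize. The 5 probe sets of Ak4 gave log2 differences from −4.55 to −0.23, and their mean gave −2.02.

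**Figure D1:**
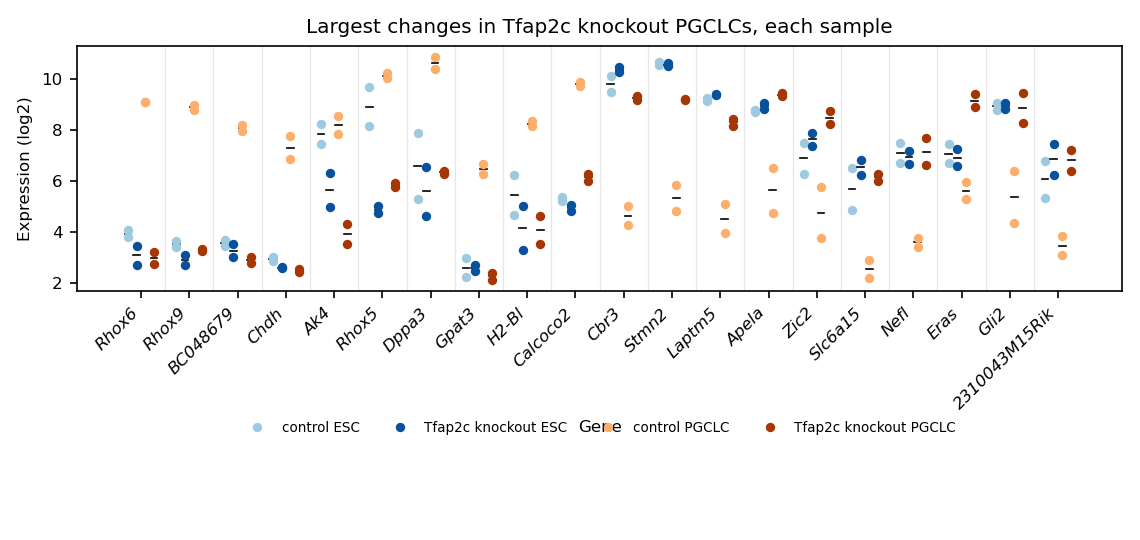
Expression on the log2 scale of the 10 genes with the largest decrease and the 10 with the largest increase in Tfap2c−/− PGCLCs, each dot 1 sample and each black bar the mean of 2 samples. Rhox9 lies at 8.78 and 8.99 in control PGCLCs and between 2.70 and 3.64 in the other 6 samples, and Cbr3 lies at 5.01 and 4.26 in control PGCLCs and between 9.17 and 10.47 in the other 6.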

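With the paper's rule, a difference of group means above 1.5 on the log2 scale, 422 genes were deregulated in Tfap2c−/− PGCLCs when any probe set of a gene could pass. Of these, 228 were higher and 194 lower. These 422 genes came from 540 probe sets that name 1 gene. In total 616 probe sets passed the rule, of which 66 have no gene in the annotation and 10 name several. The fold rule uses no test. By limma 562 of 18193 genes differed, 235 higher and 327 lower, and 441 of these by more than 1 on the log2 scale. Both rules together held for 264 genes, while 158 passed the fold rule alone and 298 limma alone. On the most highly expressed probe set of each gene alone 354 genes passed the fold rule, and in simulated data with 1 value per gene and the same spread 45 unchanged genes passed it. The limma count fell to 87 without control PGCLC sample 2, to 98 without Tfap2c−/− PGCLC sample 2, to 230 without Tfap2c−/− sample 1, to 366 and 372 without control ESC sample 2 and 1, and to 187 with the 4 PGCLC samples alone, each with more genes lower than higher, while without control PGCLC sample 1 limma called 231 higher and 164 lower. The fold count was 665 without control PGCLC sample 1 (428 higher and 237 lower), 350 without control PGCLC sample 2 (156 higher and 194 lower) and 236 with the mean of a gene's probe sets.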

Scatter plotting of *Tfap2c^−/−^* vs. *ctrl* PGCLCs identified 455 significantly deregulated genes (Fold-change >1.5 in log2 scale) (Fig. 1 C; Table S1). Of note, TFAP2C has only moderate effects in ESCs (albeit *Tfap2c* is expressed in 10–15% of ESCs) [23] as indicated by hierarchical clustering, heat mapping and scatter plotting (Fig. 1 A, B, D). 

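Across probe sets the mean of control ESCs explained a share of 0.990 of the variance of the Tfap2c−/− ESC mean. In PGCLCs this share was 0.969. Between single arrays, 1 control and 1 knockout, the share had an SD of 0.0119 in ESCs and 0.011 in PGCLCs over the 4 pairs. These pairs reuse the same 4 arrays, and the SD describes single arrays, not the group means. By limma no gene passed in ESCs. An unadjusted p under 0.05 was found for 455 of 18193 genes, fewer than the share of 0.05 that unchanged genes would give. This count is thus no sign of change, and the absence of calls does not show an absence of effect. The smallest adjusted p was 0.263, for Rhox5, which lies on the X chromosome and belongs to the reproductive homeobox genes. Rhox5 passed without control ESC sample 1 (adjusted p = 0.00373, limma) and without control ESC sample 2 (adjusted p = 0.0466, limma).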

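The fold rule passed 24 genes in Tfap2c−/− ESCs, 22 lower and 2 higher, on 34 probe sets that name 1 gene. In total 37 probe sets passed the rule. On the most highly expressed probe set of each gene alone it also passed 24 genes, and in simulated ESC data with 1 value per gene and without any change 53. On the log2 scale the differences were −4.05 for Rhox5 (SE 0.42), −3.11 for Fmr1nb, a cancer/testis gene (−1.73 without Tfap2c−/− ESC sample 2), −2.67 for Pnma5, −2.19 for Efhc2, −2.19 for Ak4 (−1.02 with the mean of its probe sets) and −2.03 for Nxf3, a nuclear export gene of testis (−1.32 without control ESC sample 1). Tex13b, a testis-expressed gene, was higher by 2.98 (1.85 with the mean of its probe sets) and Plagl1, an imprinted zinc finger gene, by 1.88 (0.68 without control ESC sample 1). None of these passed limma over all genes. Of 20 germline genes that DNA methylation silences in somatic cells none passed limma over all genes, and 8 were lower and 1 higher when adjusted over the list alone. By camera the list was lower (adjusted p = 3.53e-09), with adjusted p = 0.429 with an estimated correlation. Of 33 later germ cell genes none passed, also when adjusted over the list alone. Their median was −0.59 and the list was lower by camera (adjusted p = 3.88e-07), with adjusted p = 0.658 with an estimated correlation, and was not called without Tfap2c−/− ESC sample 2 (adjusted p = 0.127). The fold count was 110 without control ESC sample 1 (73 lower and 37 higher), 202 without Tfap2c−/− ESC sample 1 (124 lower and 78 higher) and 15 with the mean of a gene's probe sets (14 lower and 1 higher).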

In ESCs, only 26 genes were deregulated after loss of TFAP2C (Table S2). Comparing the PGCLC with ESC datasets revealed an overlap of 13 genes (Fig. 1 E; Table S3). These results indicate that TFAP2C controls a diverse set of genes in ESCs and PGCLCs and that the lack of this protein in PGCLCs affects the expression of far more genes compared to ESCs.

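The fold rule was met in both cell types by 12 genes, 11 lower and 1 higher in the knockout. Independent lists of these sizes would share 0.235 lower and 0.0251 higher genes among 18193. This figure leaves out differences between the ESC lines, from which the PGCLCs were made. With each knockout sample having to pass against the control of its number, 1 gene met the rule in both cell types. Beside Rhox5, Ak4 and Tfap2c, the lower genes were AA467197, Bcap29, the desmosome gene Dsp, the maternally expressed noncoding RNAs Meg3 and Rian of the imprinted Dlk1-Dio3 region, the calcium-binding protein gene S100a6, the amino acid transporter gene Slc38a4 and the axon guidance gene Slit2. The higher gene was Plagl1, with 2.59 on the log2 scale in PGCLCs. Without probe sets liable to cross-hybridize Plagl1 was 0.49 in PGCLCs and 0.59 in ESCs, and 0 genes were higher in both cell types by the fold rule, which uses no test. In PGCLCs AA467197 fell by 3.26 (SE 0.40, adjusted p = 0.0092, limma), a call lost without Tfap2c−/− PGCLC sample 2. Bcap29 (−1.89), Dsp (−1.52), S100a6 (−2.25), Slit2 (−2.35), Plagl1, Meg3 (−1.03), Rian (−1.50), Slc38a4 (−0.64) and Tfap2c (−1.38) did not pass limma there. Meg3 and Rian were low in the knockout samples numbered 2 alone. In ESCs Meg3 was 10.13 and 9.54 in the controls and 9.34 and 6.14 in the knockout, and in PGCLCs it was 8.61 and 7.96 in the controls and 10.60 and 3.91 in the knockout. The count was 33 without control ESC sample 1, 34 without Tfap2c−/− ESC sample 1, 7 without control ESC sample 2, 8 without Tfap2c−/− ESC sample 2 and 4 with the mean of a gene's probe sets.

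**Figure D2:**
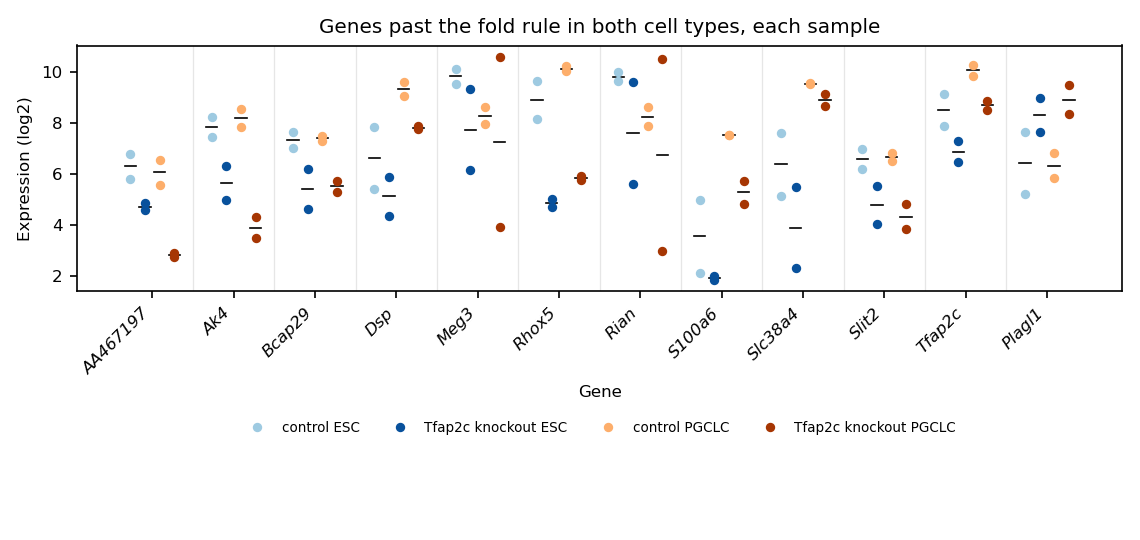
Expression on the log2 scale of the 12 genes that met the fold rule in both cell types, each dot 1 sample and each black bar the mean of 2 samples, on the most highly expressed probe set of each gene. The rule counts any probe set, and on the plotted ones Meg3 (−1.03), Slc38a4 (−0.64) and Tfap2c (−1.38) do not meet it in PGCLCs. The 2 knockout samples of Meg3 lie far apart in PGCLCs (10.60 and 3.91), and those of Rhox5 lie close together (5.90 and 5.77).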

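The effect of the knockout differed between PGCLCs and ESCs for 27 genes, of which 21 had the lower value and 6 the higher value in PGCLCs. Rhox6 (−5.25), Rhox9 (−4.98), BC048679 (−4.86), Chdh (−4.47) and the phospholipase C gene Plcd1 (−4.29) had the largest negative differences of effects on the log2 scale. The differences for the hexokinase gene Hk1 and the chemokine receptor gene Cxcr4, which guides migrating PGCs, were −2.89 (adjusted p = 0.0242, limma) and −1.70 (adjusted p = 0.047, limma). The largest positive differences were those of Cbr3 (4.06), Stmn2 (3.92), Laptm5 (3.59), Fgf4, which encodes a growth factor of the early embryo (2.74), and Cobl, an actin nucleator gene (2.40). Adjusted p from limma was 0.00391 for Rhox9, the smallest, and 0.049 for Laptm5. Rhox9 lay near or below the array medians in ESCs of both genotypes, so its difference cannot show a smaller response in ESCs. A filter on dim genes removed Rhox9, BC048679 and Chdh and left 17 genes past limma, 12 lower and 5 higher in PGCLCs. With the replicate number as a block limma called 22 genes, and Laptm5 (adjusted p = 0.0557) and Cxcr4 were not among them. The count was 1 without control ESC sample 1 and 2 without Tfap2c−/− PGCLC sample 2, between 7 and 11 without any of 5 others, and 56 without control PGCLC sample 1, of which 31 had the higher value and 25 the lower value in PGCLCs. Without probe sets liable to cross-hybridize the difference was 0.03 for Laptm5, and with the mean of a gene's probe sets limma did not call Laptm5 (adjusted p = 0.12), Fgf4 (0.117), Cobl (0.0634), Plcd1 (0.0628) or Hk1 (0.104), and with all probe sets it did not call these (0.0796, 0.0737, 0.0502, 0.0502 and 0.0502) or Cxcr4 (0.0981). From the genes deregulated by its fold rule in ESCs and PGCLCs the paper concludes that loss of TFAP2C affects far more genes in PGCLCs than in ESCs.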

**Figure 1:**
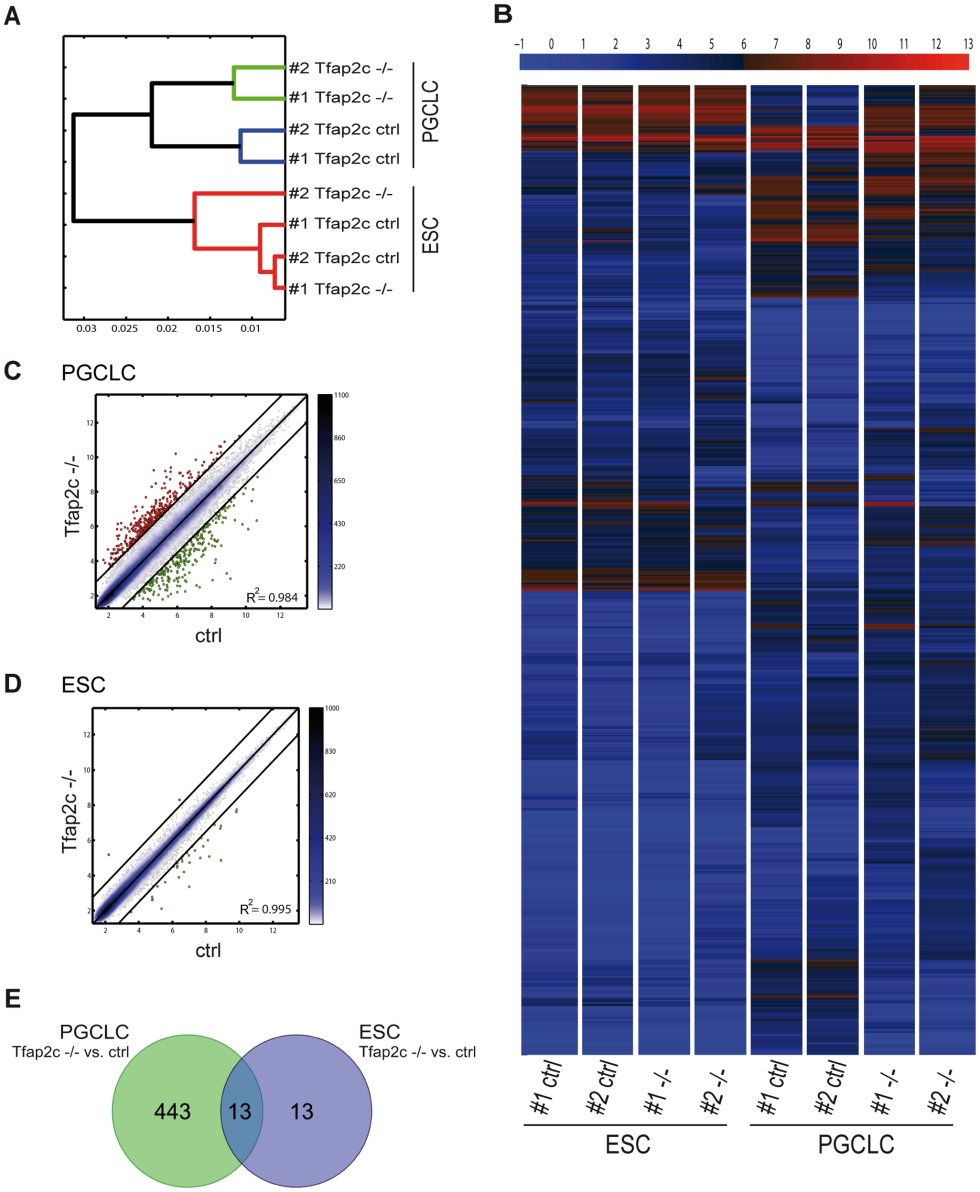
Genes regulated in PGCLCs and ESCs by TFAP2C. Affymetrix microarray gene expression analysis performed with RNA extracted from #1-*ctrl*; #1-*Tfap2c^−/−^* and #2-*ctrl*; #2-*Tfap2c^−/−^* ESCs and PGCLCs. (A) Hierarchical clustering. The red bars cluster the ESCs, green bars the *Tfap2c^−/−^*PGCLCs and blue bars ctrl PGCLCs, respectively. The shorter the horizontal bar that connects two branches the closer are the populations. (B) Heat map was performed with the probes whose range or variation across all samples was at least 3. Color bar on top codifies the gene expression in log2 scale. Red and blue indicate higher and lower relative expression. (C-D) Pairwise scatter plot of global gene expression in ctrl versus *Tfap2c^−/−^*PGCLCs (C) and ESCs (D). Black lines indicate 1.5 fold-change in log2 scale of gene expression levels between paired PGCLCs and ESCs. Color bars on the side display the scattering density with light blue indicating lower and blue higher scatter density. Genes upregulated in *Tfap2c^−/−^* samples are shown as red dots; genes downregulated are shown as green dots. R^2^ = Fisher’s correlation coefficient. (E) Venn diagram; in PGCLCs 455 genes are deregulated; in ESCs 26 genes are deregulated. The intersection part show the commonly deregulated genes (n = 13) by TFAP2C in PGCLCs and ESCs (Fold-change >1.5 in log2 scale).

Next we performed gene ontology analysis [30] (Data S1) and categorized the genes deregulated in *Tfap2c^−/−^*PGCLCs in relation to their biological function. Here, it became evident that in *Tfap2c^−/−^*PGCLCs many genes associated with somatic differentiation (category I) are upregulated, whereas genes associated with germ cell maintenance and maturation (category II) are downregulated (Table 1). 

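Of 23 measured genes that Table 1 lists as upregulated in category I, 14 rose in Tfap2c−/− PGCLCs and 9 did not pass limma (20 higher when adjusted over the list alone). By camera the list was higher (adjusted p = 1.43e-22, and adjusted p = 0.0614 with an estimated correlation). The genes that rose include the WNT antagonist gene Sfrp2, at 1.67 on the log2 scale (SE 0.21, adjusted p = 0.00968, limma). The microtubule protein gene Map1b, at 1.55, and the ephrin receptor gene Epha2, at 1.53, are also among them. The 3 probe sets of Map1b gave log2 differences from 0.06 to 1.71. Of 5 measured genes of category I listed as downregulated 3 fell, among them Kctd15, an inhibitor of neural crest formation (−3.20), and Gata2 (−1.87), and all 5 were lower when adjusted over the list alone. The list was lower by camera (adjusted p = 9.03e-08, and adjusted p = 0.0993 with an estimated correlation). Of 20 measured genes of category II listed as downregulated 15 fell and 5 did not pass (19 lower when adjusted over the list alone; camera adjusted p = 3.03e-24, and adjusted p = 0.0614 with an estimated correlation). Examples are the chromatin gene Phf13, at −1.86, and the septin gene Septin4 of the sperm tail, at −1.64. Both measured genes of category II listed as upregulated rose, Spink1 (Spink3, taken as the gene that Table 1 prints as Sprink3) by 2.54 and Cited2 by 1.87. These lists were chosen by the paper on the same samples and are not independent evidence. Of the 23 genes listed as upregulated in category I, 7 were lower and 1 higher in control PGCLCs than in control ESCs. By camera that list was lower there (adjusted p = 0.000257, and adjusted p = 0.411 with an estimated correlation). Its rise alone thus cannot tell somatic differentiation from a level closer to that of ESCs. Of 22 genes of PGC specification 7 fell, none rose and 15 did not pass (9 lower when adjusted over the list alone). The list was lower by camera (adjusted p = 4.57e-05, and adjusted p = 0.0614 with an estimated correlation). It holds the deleted gene Tfap2c itself, which did not pass limma. The SRY-box gene Sox15 fell by 2.45 and the integrin gene Itgb3 by 1.97. The 2 probe sets of Itgb3 gave −1.97 and −0.26. Of the 22 genes 3 stand in the paper's lists as well, while of the other 19 genes 4 fell. Among somatic lists the 25 mesoderm genes had none past limma over all genes (2 lower when adjusted over the list alone; camera adjusted p = 0.393), with Msx2 at −0.92 and the ligand gene Bmp4 at −0.89. Of 23 endoderm genes 3 rose and 1 fell (4 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.137). Lrp2, Lama1 and Lamc1 were at 2.80, 2.11 and 1.15. The 3 probe sets of Lrp2 gave log2 differences from −0.08 to 2.80 and the 2 of Lamc1 from 0.42 to 1.15. The 33 Hox genes had none past limma, also when adjusted over the list alone (camera adjusted p = 0.929), with Hoxd8 at −1.04 and Hoxb1 at 1.04. By camera the mesoderm list was called without control PGCLC sample 2 (adjusted p = 0.0361), the endoderm list without control PGCLC sample 1 (adjusted p = 0.00772) or Tfap2c−/− PGCLC sample 2 (adjusted p = 0.00173), and the Hox list without Tfap2c−/− PGCLC sample 2 (adjusted p = 0.0251), and each of these calls was lost with an estimated correlation (adjusted p of at least 0.093). Of the calls of Sfrp2, Map1b, Kctd15, Spink1, Gata2, Epha2, Phf13 and Septin4, 4 were kept without control PGCLC sample 2, 4 without Tfap2c−/− PGCLC sample 1, 3 without Tfap2c−/− sample 2, 7 without control sample 1 and 6 with the 4 PGCLC samples alone.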

Of note, we also included few genes in Table 1 with relevance to the respective category displaying a fold-change rate below our initial cutoff (≤1.5 in log2 scale, see Table 1). These data suggest an impairment of PGC to gonocyte progression and derepression of somatic differentiation upon loss of TFAP2C. These results confirm earlier data, where markers indicative for somatic differentiation were induced in *Tfap2c* deficient EBs [13]. In addition, we found upregulation of genes associated with cell cycle regulation (category III), pluripotency (category IV) and epigenetic modification (category V) in *Tfap2c^−/−^*PGCLCs. 

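Of 9 genes that Table 1 lists in category IV, pluripotency, 6 rose in Tfap2c−/− PGCLCs and 3 did not pass limma (9 higher when adjusted over the list alone; camera adjusted p = 3.76e-13, and adjusted p = 0.0614 with an estimated correlation). The homeobox gene Gbx2, at 2.37 on the log2 scale (SE 0.35, adjusted p = 0.0169, limma), and the RNA-binding protein gene Msi2, at 1.46, are among them. The 8 probe sets of Msi2 gave log2 differences from 0.06 to 2.32. Of the 8 genes of category III listed as upregulated S100a10 rose by 2.16 and 7 did not pass (6 higher when adjusted over the list alone; camera adjusted p = 5.78e-06, and adjusted p = 0.156 with an estimated correlation). Of the 6 of category V listed as upregulated Uhrf1 rose by 1.41 and 5 did not pass (5 higher when adjusted over the list alone; camera adjusted p = 4.34e-06, and adjusted p = 0.0614 with an estimated correlation). The genes listed as downregulated, Urgcp in category III and the Polycomb gene Pcgf5 in category V, fell by 3.17 and 2.41. The paper chose these lists on the same samples, so they are not independent evidence. Of 25 genes of naive pluripotency 7 rose, none fell and 18 did not pass (11 higher and 1 lower when adjusted over the list alone; camera adjusted p = 2.43e-09, and adjusted p = 0.221 with an estimated correlation), and 7 of the 25 stand in the paper's lists, while of the other 18 genes 2 rose. Cdh1 (E-cadherin) rose by 0.75. None of 9 core pluripotency genes passed, also when adjusted over the list alone (camera adjusted p = 0.0518), and log2 differences were 0.73 for the RNA-binding protein gene Lin28a, 0.58 for the zinc finger gene Zfp281, 0.25 for Pou5f1 (Oct3/4), 0.07 for Nanog and 0.04 for Sox2. Of 25 regulators of the G1 to S transition none passed over all genes (3 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.0807). Of 22 genes of the DNA methylation machinery Zfp57 (1.45) and Uhrf1 rose and the uracil glycosylase gene Ung fell by 1.24 (6 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.171). The calls of Gbx2 and Cdh1 were lost without any 1 of the 4 PGCLC samples, that of Cdh1 also with these 4 samples alone, and that of Uhrf1 without control sample 2 or either knockout sample. By camera the core pluripotency list was called without control PGCLC sample 2 (adjusted p = 0.0371), Tfap2c−/− PGCLC sample 1 (0.0145) or either Tfap2c−/− ESC sample (0.0343), and the G1 to S list without control PGCLC sample 1 (0.0222), Tfap2c−/− PGCLC sample 1 (0.0379) or either Tfap2c−/− ESC sample (0.0373), and each of these calls was lost with an estimated correlation (adjusted p of at least 0.093).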

The data indicate that in migrating PGCs, TFAP2C represses the cell cycle, pluripotency program and DNA methylation.

**Table 1:** Categorized deregulated genes in *Tfap2^−/−^*PGCLCs based on gene ontology analysis.

Category	Upregulatedgenes	FC	Function	Downregulated genes	FC	Function
**I:**	**Bcl11a**	1.93	leukemogenesis and hematopoiesis	**Gata2**	−1.87	hematopoiesis
**Somatic**	**Cited2**	1.87	CNS development	**Lhx1**	−1.59	mesodem formation
**differentiation**	**Chd7**	1.67	CNS development	**Slit2**	−2.34	neurogenesis
	**Cobl**	2.43	neural tube closure	**Kctd15**	−3.20	inhibit neural crest formation
	**Ehna**	2.01	neural tube closure	**Pecam1/CD31**	−1.50	mesoderm development
	**Epha2**	1.53	neural tube development			
	**Gbx2**	2.36	gastrulation-brain specific			
	**Gli2**	3.48	neural tube development			
	**Hck**	2.83	hemopoietic cell kinase			
	**Hhex**	1.52	hematopoietically expressed homeobox gene			
	**Hoxa5**	1.97	mammary gland- lung development			
	Hoxa1	1.13	central nervous system neuron differentiation			
	Hoxa3	1.13	cartilage- and thymus development			
	Hoxb1	1.03	CNS development			
	**Mtap1b**	1.70	CNS development			
	**Ncam1**	2.42	neuron-neuron adhesion			
	**Nefl**	3.56	neurogenesis			
	**Neurod1**	1.57	neurogenesis			
	**Pou4f2**	1.58	expressed in brain			
	**Pten**	1.63	CNS development			
	**Robo1**	1.79	neurogenesis			
	**Sfrp1**	3.12	neural tube closure and development			
	**Sfrp2**	1.66	neural tube development			
	**Smarca1**	2.06	neuron differentiation, brain development			
	**Tcf7l2**	2.56	neural tube development			
	**Zic2**	3.71	CNS development; neural tube closure			
	**Zic5**	3.14	neural tube closure			
**II:**	**Cited2**	1.87	sex determination	**Aurkc**	−2.06	key regulator mitosis; meiosis
**Germ cell**	**Pten**	1.63	tumor suppressor; apoptosis	**Bik**	−2.20	spermatogenesis, apoptosis
**maintenance**	**Sprink3**	2.54	inhibits calcium uptake in spermatozoa	Cdk16	−1.00	required for spermatogenesis
**and**				**Ceacam10**	−2.98	sperm surface protein
**maturation**				**Chdh**	−4.80	localized in mitochondrial
				**Cxcr4**	−1.94	germ cell migration
				Dazl	−1.40	gametogenesis; spermatogenesis
				**Dmrt1**	−2.68	male sex determination and differentiation
				**Hk1**	−3.04	expressed in meiosis and postmeiotic germ cells
				**Immp2l**	−1.57	spermatogenesis
				**Kit**	−1.91	cell survival, migration and proliferation
				**Phf13/Spoc1**	−1.85	spermatogenesis
				**Rhox5**	−4.29	spermatogenesis, sperm maturation
				**Rhox4a**	−2.70	in fetal germ cells expressed
				**Rhox6**	−6.11	germ cell lineage determination
				**Rhox9/Psx2**	−5.59	oogenesis
				**Sept4**	−1.63	sperm capacitation; mitochondrion organization
				**Slco4c1**	−2.32	sperm maturation
				**Spa17**	−2.30	sperm surface protein
				**Stella/Dppa3**	−4.27	PGC specific protein
				**Stk31**	−2.40	male germ cell specific expression
				**Tes**	−2.04	cell adhesion, cell proliferation
**III:**	**Ccnd1**	2.33	interacts with Cdk4/Cdk6	**Urgcp**	−3.17	regulation of Ccnd1
**Cell cycle**	**Ccnt2**	1.88	interacts with Cdk9			
	**Cdc14a**	1.57	cell cycle; cell division			
	**Cdk6**	1.50	promotes G1/S transition			
	Cdk7	1.17	cell cycle; cell division			
	Cdkn1a/p21	1.02	bind and inhibit cyclin-dependent kinase			
	**Plk2**	1.68	involved in G1/S phase transition			
	**S100a10**	2.15	cell cycle progression and differentiation			
**IV:**	**Eras**	3.52	maintenance of ESC pluripotency			
**Pluripotency**	**Fgf4**	2.94	regulation cell proliferation, differentiation			
	FoxD3	1.03	early direct response gene of Oct3/4			
	**Gbx2**	2.36	cell pluripotency and differentiation			
	**Jam2**	2.47	early direct response gene of Oct3/4			
	**Klf4**	2.22	maintenance of ESC pluripotency			
	**Msi2**	2.31	RNA binding protein; self-renewal of ESC			
	**Nr0b1**	1.62	maintenance of ESC pluripotency			
	Tdgf1	1.36	early direct response gene of Oct3/4			
**V:**	Dnmt3b	1.34	genome-wide de novo methylation	**Pcgf5**	−2.40	chromatin remodeling; histone modification
**Epigenetics**	**Dnmt3l**	3.21	DNA methyltransferase like enzyme			
	Smarca6/Hells	1.09	de novo or maintenance of DNA methylation			
	**Mbd2**	1.54	recruits Hdacs and Dnmts; gene silencing			
	Tet2	1.27	conversion of 5mC to 5hmC			
	Uhrf1	1.45	major role in the G1/S transition			

bold: genes with fold-change >1.5 in log2 scale; regular: genes with fold-change ≤1.5 in log2 scale.

Subsequently, differential expression seen in the cDNA-microarray of selected marker genes was validated using qRT-PCR in PGCLCs (Fig. 2 A) (downregulated: *Nanos3* (−4.78), *Rhox5* (−4.26), *Stella* (−3.84), *Dmrt1* (−3.07), *c-Kit* (−2.78) and *Dazl* (−0.88) and upregulated: *Fgf4* (4.84), *Dnmt3l* (3.79), *Ccnd1* (3.36), *Dnmt3b* (2.07) *and Klf4* (1.95) [fold-changes in log2 scale]). Furthermore, expression of several markers was determined after siRNA mediated knockdown of TFAP2C in the human seminoma-like cell line TCam-2 [31] (Fig. 2 B). 

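The arrays measured 10 of the 11 genes of Fig. 2A in the same comparison. Of these 5 passed limma over all genes. Beside Rhox5 and Dppa3 (Stella), the stem cell factor receptor gene Kit fell by 1.91 on the log2 scale (SE 0.20, adjusted p = 0.00513, limma). Fgf4 rose by 2.90 (SE 0.23, adjusted p = 0.0017, limma) and the pluripotency factor gene Klf4 by 2.22 (SE 0.28, adjusted p = 0.00944, limma). The 4 probe sets of Fgf4 gave log2 differences from 0.38 to 2.94. The 5 other genes did not pass. The de novo methylation cofactor gene Dnmt3l was 3.22 higher (SE 0.71, adjusted p = 0.0585, limma), the cyclin D1 gene Ccnd1 2.33 higher (SE 0.53, adjusted p = 0.0639, limma) and the methyltransferase gene Dnmt3b 1.32 higher (SE 0.32, adjusted p = 0.0777, limma). Dmrt1, a transcription factor gene of the gonad, was lower by 2.68 (SE 0.68, adjusted p = 0.0882, limma) and the germ cell RNA-binding protein gene Dazl lower by 1.25 (SE 0.52, adjusted p = 0.301, limma). When adjusted over the list alone all 10 passed, 5 higher and 5 lower, in a list that the paper chose on these samples and that is not independent evidence. The call of Dppa3 was lost without any 1 of the 4 PGCLC samples, where its log2 difference ran from −4.53 to −4.03. It was also lost with eBayes without trend (adjusted p = 0.0545, limma), the mean of probe sets (0.0546) and all probe sets (0.0611). It was kept with the 4 PGCLC samples alone (adjusted p = 0.0124, limma) and with the replicate number as a block (0.0138). The call of Klf4 was lost without control PGCLC sample 2 or with the 4 PGCLC samples alone (adjusted p = 0.0725, limma). The qRT-PCR values were not analysed here.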

Here, after reduction of TFAP2C (to ∼30% compared to the control level) *c-KIT* (−2.22) and *DMRT1* (−1.58) were downregulated and *CCND1* (1.60), *SOX2* (1.34), *DNMT3L* (0.98), *HOXA5* (0.88), and *DNMT3B* (0.39) were upregulated (all fold-changes in log2 scale). So, in both systems all selected genes were deregulated in agreement with the array analysis. This suggests a conserved function of TFAP2C/Tfap2c in humans and mice.

**Figure 2:**
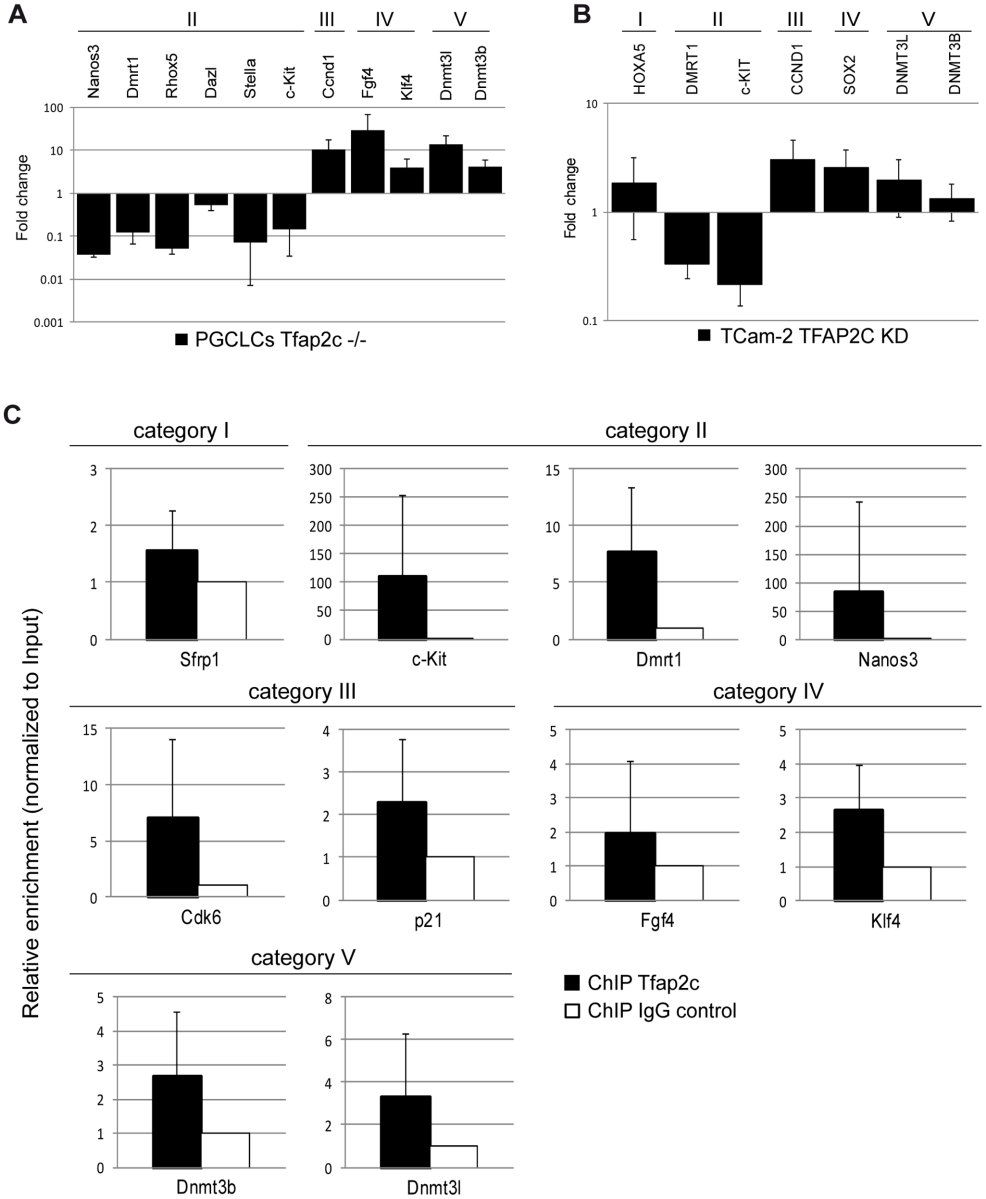
Validation of cDNA microarray data. (A) Quantitative RT-PCR of a subset of markers with RNA isolated from ctrl and *Tfap2c^−/−^*PGCLCs. Expression levels were normalized to *βActin* and expression level of *ctrl* PGCLCs were set to 1. qRT-PCR was performed in biological triplicates. Error bars indicate standard deviation. (B) Quantitative RT-PCR of a subset of markers with RNA isolated from TCam-2 cells after siRNA mediated knockdown of TFAP2C. Expression levels were normalized to GAPDH and expression levels of scrambled-siRNA-transfection were set to 1. qRT-PCR was performed in biological triplicate. Error bars indicate standard deviation. (C) ChIP/qPCR analysis for Tfap2c was performed with four biological replicates of PGCLCs. The qPCR results were calculated with the percentage input method and ChIP analyses with IgG antibody served as control and were set to 1. Error bars indicate standard deviation. ChIP analysis demonstrates increased binding of TFAP2C at indicated loci. (A) – (C) Marker genes were grouped in categories: somatic differentiation (category I), germ cell maintenance and maturation (category II), cell cycle regulation (category III), pluripotency (category IV) and epigenetic modification (category V).

### ChIP Analysis Reveals Direct Transcriptional Targets

To evaluate direct binding of TFAP2C to promotor regions of deregulated genes we performed TFAP2C specific ChIP-analysis using PGCLCs derived from *Stella-GFP* ESCs [25] and *Blimp1mVenus/Tfap2c^ctrl^* ESCs. Putative TFAP2C binding sites identified by the rVista algorithm (based on TRANSFAC) [32] (sequence information Table S4) in genomic regions of *Sfrp1, Dmrt1*, *Nanos3*, *c-Kit*, *Cdk6*, *Cdkn1a*, *Fgf4*, *Klf4*, *Dnmt3b* and *Dnmt3l* were enriched for TFAP2C protein (vs. IgG control) (Fig. 2 C), implicating those genes as direct target genes of TFAP2C.

### Male Mice Heterozygous for the *Tfap2c* Deletion Develop Teratomas

Our analyses revealed, that TFAP2C is not only involved in suppression of the somatic program but also controls cell cycle, epigenetic modifications and pluripotency. Since these pathways are discussed to be deregulated in GCC, we wondered whether reduction of *Tfap2c* could contribute to the initiation of these tumors. The *Tfap2c^tm1Hsc^* (MGI: 93391) allele [22] was bred into the 129S2/Sv genetic background and screened for effects of haploinsufficiency. To determine whether loss of one allele of *Tfap2c* affected the overall levels of *Tfap2c*-mRNA, E12.5 genital ridges of control and *Tfap2c^+/−^* embryos were dissected, RNA isolated and qRT-PCR analysis performed. Deletion of one *Tfap2c*-allele leads to reduction of *Tfap2c*-mRNA (Fig. 3 A) and to upregulation of the direct target *Cdkn1a*/*p21* (Fig. 3 A). Starting from the seventh generation in 129S2/Sv 82% (n = 51) of all heterozygous males developed testicular tumors (Fig. 3 B) (35% presented as bilateral cases), whereas wildtype littermates (n = 22) remained tumor-free. Tumors presented as teratomas (Fig. 3 C) and displayed a variety of tissues like immature glia (Fig. 3 D) and mature cartilage (Fig. 3 E), muscle (Fig. 3 E), respiratory epithelium (Fig. 3 F) as well as squamous epithelium (Fig. 3 G). Of note, the tumors did not have a negative effect on life expectancy of affected animals, as selected mice were observed for over 1.5 years without apparent impairment of their general well-being.

**Figure 3:**
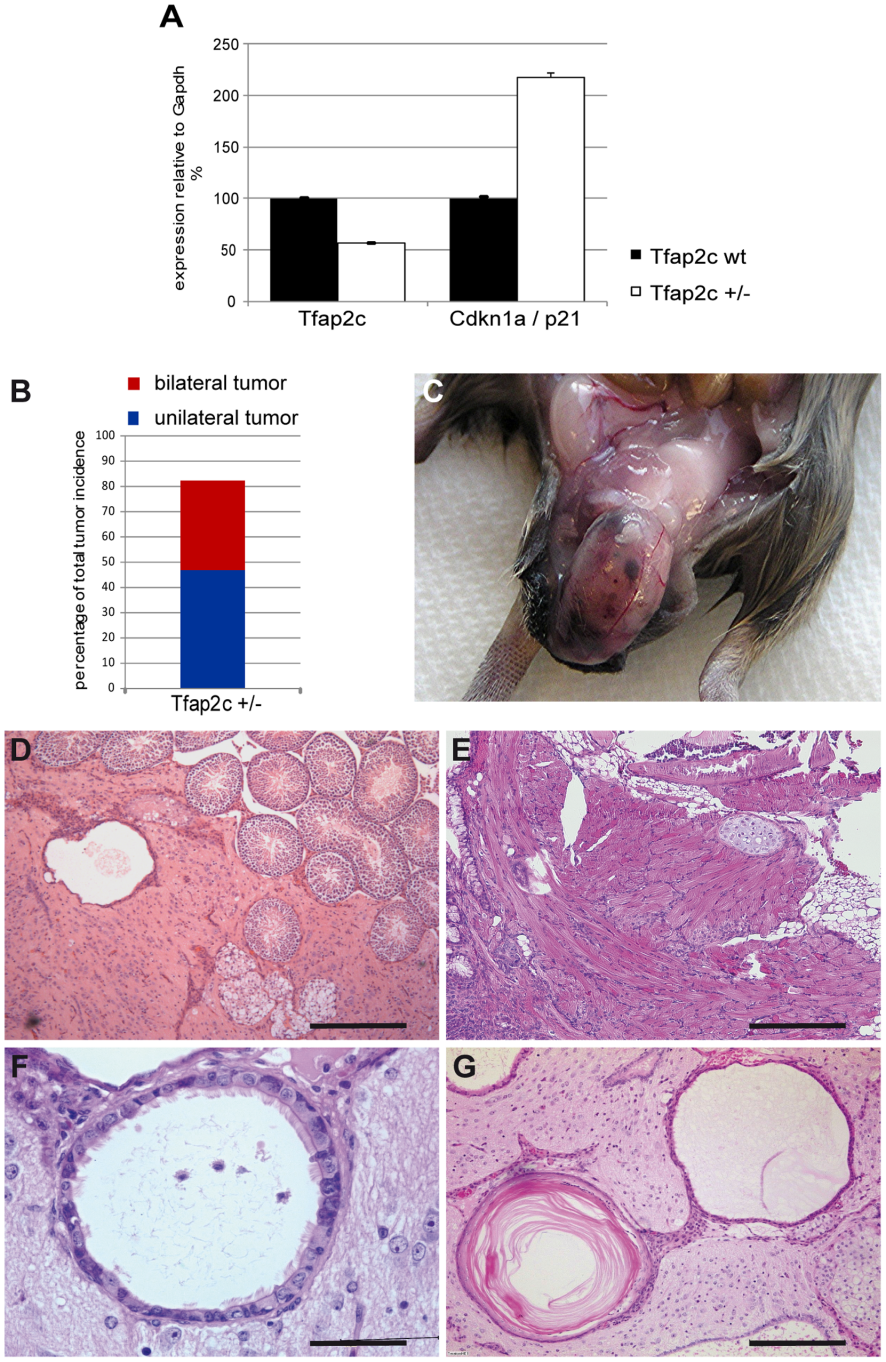
Teratoma development in *Tfap2c* heterozygous mice in 129S2/Sv genetic background. (A) Quantitative RT-PCR with RNA isolated from E12.5 genital ridges of wt and *Tfap2c^+/−^* embryos was performed. Expression levels of *Tfap2c* and *p21* were normalized to *Gapdh*. qRT-PCR was performed in biological duplicates. Error bars indicate standard deviation. (B) Percentage of total tumor incidence in *Tfap2c* heterozygous 129S2/Sv male mice. The seventh generation in 129S2/Sv shows 82% (n = 51) testicular tumors. Red bar: bilateral cases (35%), blue bar: unilateral tumors (47%). (C) Gross pathology of testicular teratoma in *Tfap2c^+/−^* male mice. (D–G) HE-staining of testicular teratomas of 3–6 month old mice. Tumors show immature glia (D), mature cartilage, muscle (E), respiratory epithelium (F) and squamous epithelium (G). Scale bars: 200 µm.

### Pluripotency is Retained in Foci of *Tfap2c* Heterozygous Testes

Tumors were reminiscent of early childhood germ cell cancer (Type I) in humans. These tumors initiate early during germ cell development and are characterized by failure of PGCs to downregulate pluripotency markers. The lesions represent hallmarks of embryonal carcinomas [1]. Here, testes of E15.5 and E16.5 *Tfap2c^+/−^* embryos were dissected, paraffin embedded and sectioned. Immunohistochemical staining of *Tfap2c^+/−^* gonads revealed foci of cells which maintain strong SSEA1 (Fig. 4 A) and OCT3/4 (Fig. 4 B) protein levels. The cells of these foci were still localized within the confines of the seminiferous tubule at this time point. Serial sections suggest that OCT3/4 positive foci were negative for TFAP2C (Fig. 4 C). SSEA-1 positive foci of E16.5 testes were micro-dissected and subjected to RT-PCR and adjacent (SSEA-1 negative) testes tissue served as control. In SSEA1-positive foci *Nanog* and *Sox2* mRNA was detectable (Fig. 4 D). The fact, that pluripotency genes are expressed and cells within the foci possess large, highly condensated nuclei as well as clearly visible nucleoli (Fig. 4 B) indicate that these cells resemble embryonal carcinoma (EC) cells [33]. The absence of *c-Kit* expression further corroborates the EC-like nature of this lesion (Fig. 4 D).

**Figure 4:**
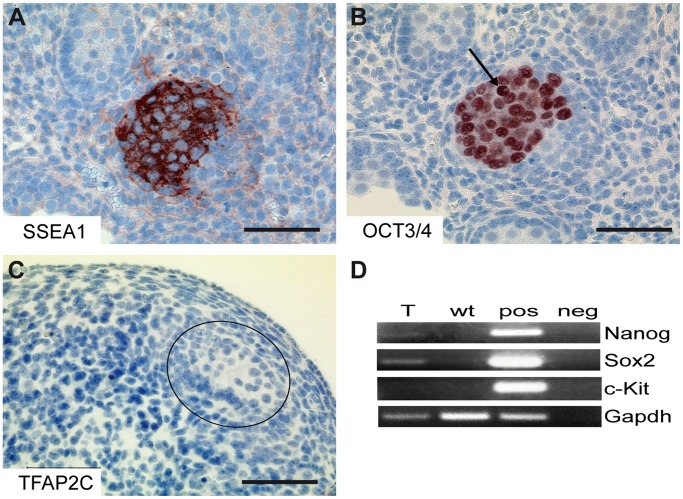
Pluripotency maintaining and differentiation block show EC like nature of lesion. (A–C) IHC staining of E16.5 embryonal testis. (A) SSEA1, (B) OCT3/4 and (C) TFAP2C. Scale bars: 50 µm. (B) Black arrow show cells with large, highly condensated nuclei as well as clearly visible nucleoli. (D) RT-PCR from RNA of microdissected SSEA-1 positive foci of E16.5 testes detecting *Nanog*, *Sox2* and *c-Kit*. Comparison of microdissected SSEA-1 positive tissue (T) and SSEA-1 negative tissue (wt). *Gapdh* served as control.

### Teratoma Development in Male Mice Heterozygous for *Nanos3*

Since we identified *Nanos3* as a direct transcriptional target of TFAP2C we addressed the question, whether *Nanos3* heterozygous mice also develop tumors. Therefore, we bred the *Nanos3*-Cre knock-in allele (*Nanos3^tm2.1(cre)Ysa^*, MGI:4358405), which represents a null allele, [34] into the 129S2/Sv genetic background. Interestingly, from the fourth generation in 129S2/Sv 45% of *Nanos3* heterozygous males showed teratoma formation (n = 20), with 5% showing bilateral tumors (Fig. 5 A), whereas control animals (n = 17) remained tumor-free. The histology of teratomas found in *Nanos3* heterozygous animals is comparable to those of *Tfap2c* heterozygous mice (Fig. 5 B mesoderm; Fig. 5 C ectoderm; Fig. 5 D endoderm). These data suggest that teratoma susceptibility mediated by *Tfap2c* in 129S2/Sv genetic background is at least in part due to reduction of *Nanos3*. However, tumor incidence in *Nanos3* heterozygous mice was lower and tumor progression was slower compared to *Tfap2c* heterozygous animals, arguing for additional targets of TFAP2C involved in GCC pathogenesis.

**Figure 5:**
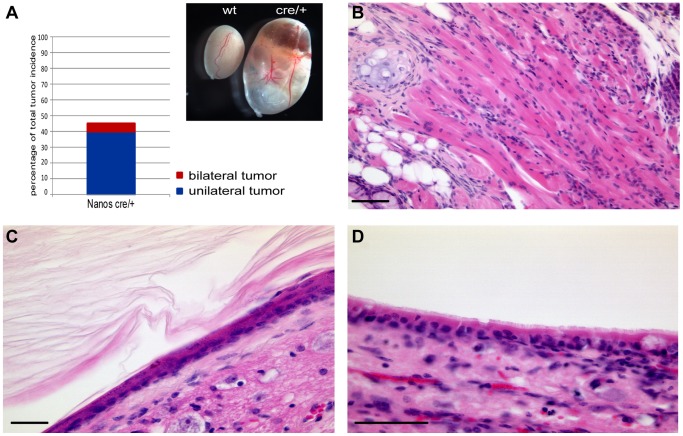
Teratoma development in *Nanos3* heterozygous mice in 129S2/Sv genetic background. (A) Percentage of total tumor incidence in *Nanos3* heterozygous 129S2/Sv male mice. 45% (n = 20) showed testicular tumors. Red bar: bilateral cases (5%); blue bar: unilateral cases (40%). Testes of control (wt) and *Nanos3* heterozygous (cre/+) mice (inset in A). (B–D) HE-staining of testicular teratomas of 4–8 month old mice. Tumors show tissues of all three germ layers: muscle (B), squamous epithelium (C) and respiratory epithelium (D). Scale bars: 50 µm.

## Discussion

In this study, we analyzed the network of genes regulated by TFAP2C during germ cell development. Using an *in vitro* PGC differentiation protocol we observed deregulation of genes controlling cell cycle, somatic differentiation, epigenetic modification, pluripotency and germ cell maintenance and maturation upon loss of *Tfap2c*. ChIP analysis indicates direct binding of TFAP2C to *Sfrp1, Dmrt1*, *Nanos3*, *c-Kit*, *Cdk6*, *Cdkn1a*, *Fgf4*, *Klf4*, *Dnmt3b* and *Dnmt3l*. Since some of the genes deregulated upon loss of *Tfap2c* are known to induce GCC in mice, we bred the *Tfap2c* mutation onto the 129S2/Sv genetic background. We demonstrate that reduction of TFAP2C protein level leads to persisting expression of pluripotency and cell cycle markers in foci representing precursor lesions. Consequently, incidence of GCC increases up to 85% in *Tfap2c^+/−^* males. Tumor susceptibility seems at least in part to be mediated by the TFAP2C target gene *Nanos3* since *Nanos3* heterozygous mice also develop GCC.

The microarray analysis identified a set of 455 deregulated genes in *Tfap2c^−/−^*PGCLCs compared to the control. Interestingly, the deregulated genes in *Tfap2c^−/−^*PGCLCs could be categorized in five groups representing diverse biological functions; somatic differentiation (category I), germ cell maintenance and maturation (category II), cell cycle (category III), pluripotency (category IV) and epigenetics (category V). In addition, ChIP analyses demonstrated that TFAP2C binds to regulatory elements of genes of all these categories. Thus, aside from the role as inhibitor of somatic differentiation [13], [35], TFAP2C seems to orchestrate all aspects of germ cell development instead of controlling only one category which, after deregulation would affect all others as a secondary effect.

Genes related to neural tube development/closure and central nervous system development are the GO terms significantly enriched in *Tfap2c^−/−^*PGCLCs. 

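Of 35 genes of neural differentiation 9 rose in Tfap2c−/− PGCLCs, none fell and 26 did not pass limma over all genes (16 higher when adjusted over the list alone). By camera the list was higher (adjusted p = 1.16e-09, and adjusted p = 0.0847 with an estimated correlation). In control PGCLCs against control ESCs 7 of these genes were lower and 1 higher. By camera the list was lower there (adjusted p = 0.00288, and adjusted p = 0.411 with an estimated correlation). The rise in the knockout alone thus cannot tell neural differentiation from a level closer to that of ESCs. Of the 35 genes 10 stand in the paper's lists from these samples, and of the other 25 genes 2 rose. Besides Zic2, Nefl, Gli2 and Stmn2, the zinc finger gene Zic5 rose by 3.14 on the log2 scale (SE 0.42, adjusted p = 0.0115, limma) and Sfrp1, a secreted antagonist of WNT signaling, by 2.75 (SE 0.37, adjusted p = 0.0112, limma). The calls of Zic2 and Gli2 were lost without control PGCLC sample 2 or either Tfap2c−/− PGCLC sample. That of Gli2 was also lost without either control ESC sample. That of Zic5 was lost without either Tfap2c−/− PGCLC sample, and that of Nefl without control PGCLC sample 2. That of Sfrp1 was lost without either control PGCLC sample or Tfap2c−/− PGCLC sample 2. With the 4 PGCLC samples alone those of Zic2, Gli2, Zic5 and Sfrp1 were lost.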

Interestingly, we observed that tumors in *Tfap2c^+/−^* and *Nanos3^+/−^* testes predominantly consist of undifferentiated neuronal tissue (glia cells). In general, Stevens described that teratomas induced by grafting genital ridges consist predominantly of neural tissue [36]. This suggests that TFAP2C specifically inhibits neural tube development/closure and central nervous system development during germ cell development. Here, the direct transcriptional target *Sfrp1* (Secreted frizzled-related protein 1) might be involved. It acts by antagonizing BMP-signaling in the caudal neural tube, resulting in neural tube closure defects [37]. This further strengthens the notion, that loss of TFAP2C leads to derepression of somatic programs, specially neuronal cell fate, and loss of germ cells in *Tfap2c* knockout mice [13].

In addition, loss of TFAP2C severely impairs the expression of genes involved in germ cell maintenance and maturation such as *Stella*, *Dazl*, *Immp2l*, *Rhox4a*, *Rhox5*, *Rhox6*, *Rhox9*, *Dmrt1*, *c-Kit*, *Cxcr4* and *Nanos3*. Among them, *Dmrt1*, *c-Kit* and *Nanos3* are direct target genes as determined by ChIP analyses. These data indicate that the lack of germ cell maturation markers is not simply a consequence of the derepressed somatic program. 

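Several germ cell genes fell in Tfap2c−/− PGCLCs. Dppa3 (Stella) was 10.62 ± 0.35 (SD, n = 2) on the log2 scale in control PGCLCs, 6.34 ± 0.09 (SD, n = 2) in Tfap2c−/− PGCLCs, 6.57 ± 1.85 (SD, n = 2) in control ESCs and 5.59 ± 1.37 (SD, n = 2) in Tfap2c−/− ESCs. In the same order the means were 8.81, 6.89, 8.00 and 7.90 for Kit and 10.13, 5.84, 8.90 and 4.86 for Rhox5. Rhox9 had a mean of 8.88 in control PGCLCs and lay near or below the array medians in the other groups. Cxcr4 fell by 1.94 (SE 0.15, adjusted p = 0.0017, limma). Prdm1 (Blimp1) and Prdm14, which specify PGCs, were lower without passing limma. Their log2 differences were −0.89 (adjusted p = 0.256, limma) and −0.81 (adjusted p = 0.0995, limma). Of 33 later germ cell genes the meiotic cohesin gene Stag3 fell by 1.75 and 32 did not pass (3 lower when adjusted over the list alone; camera adjusted p = 0.0832). Of 4 measured reproductive homeobox genes 3 fell, also when adjusted over the list alone (camera adjusted p = 3.88e-07, and adjusted p = 0.0614 with an estimated correlation), and the same 3 stand in Table 1. The calls of Stag3 and Dppa3 were lost without any 1 of the 4 PGCLC samples. Both calls were kept with the 4 PGCLC samples alone and with the replicate number as a block. By camera the later germ cell list was called without Tfap2c−/− PGCLC sample 1 or either Tfap2c−/− ESC sample, and not with an estimated correlation.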

TFAP2C directly orchestrates the expression of the genes relevant for maintenance and maturation of PGCs/gonocytes up to E12.5, the last day expression of *Tfap2c* can be detected [13].

Lack of TFAP2C led to upregulation of cell cycle and pluripotency markers as well as epigenetic regulators. This indicates a role of TFAP2C to retain the capacity of germ cells to repress pluripotency, controlling the cell cycle and epigenetic reprogramming in the germ line. Here, *Cdk6*, *Cdkn1a/p21*, *Fgf4*, *Klf4*, *Dnmt3b* and *Dnmt3l* could be shown to be direct TFAP2C targets, demonstrating that TFAP2C acts as a repressor for these genes. 

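Ccnd1 was 6.18 ± 1.16 (SD, n = 2) on the log2 scale in control PGCLCs and 8.51 ± 0.21 (SD, n = 2) in Tfap2c−/− PGCLCs. Its values were 7.00 and 5.36 in the controls and 8.37 and 8.66 in the knockout. Cdk6, the kinase partner of D-type cyclins, was 5.92 ± 0.03 (SD, n = 2) and 7.31 ± 0.52 (SD, n = 2), a difference of 1.39 (SE 0.48, adjusted p = 0.2, limma). Neither gene passed limma over all genes, and its 3 probe sets placed the difference of Cdk6 between 0.29 and 1.50. Of 29 genes of the S, G2 and M phases the replication gene Gins2 rose by 1.09 and 28 did not pass (1 higher when adjusted over the list alone; camera adjusted p = 0.887).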

Upon loss of TFAP2C, cell cycle control genes such as *Ccnd1* and *Cdk6* are upregulated. *Ccnd1* (*Cyclin D1*) is expressed in proliferating gonocytes and spermatogonia, suggesting a role for *Ccnd1* in spermatogonial proliferation [38]. *Ccnd1* expression is downregulated at E16.5. Interestingly, the percentage of germ cells, which continue to express *Ccnd1* correlates with the risk of the respective mouse strain to develop teratoma [39]. It is known, that upregulation of *Ccnd1* and its partner molecule *Cdk6* lead to phosphorylation and inactivation of the retinoblastoma gene product (pRB), inducing expression of genes necessary for G1 to S-phase transit [40]. Furthermore, ectopic expression of *Ccnd1* is sufficient to promote tumor formation by mediating growth factor independence and forces quiescent cells to reenter the cell cycle [40], [41]. Of note, a rapid progression from the G1 to S phase of the cell cycle facilitates the maintenance of pluripotency [42], [43]. Hence, we believe that *Tfap2c^−/−^* germ cells might fail to initiate the mitotic arrest and as a consequence do not differentiate further into gonocytes. 

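In PGCLCs Cdkn1a, which encodes the cyclin-dependent kinase inhibitor p21, was 7.34 ± 0.61 (SD, n = 2) on the log2 scale in controls and 8.16 ± 0.28 (SD, n = 2) in the Tfap2c knockout. The difference was 0.82 (SE 0.27, adjusted p = 0.185, limma) and did not pass, and both probe sets of the gene were higher (0.82 and 1.03). Of 21 p53 target genes none passed limma over all genes (4 higher when adjusted over the list alone), with Plk2 at 1.69 and Ccng1 at 1.00. By camera this list was higher (adjusted p = 1.98e-05, and adjusted p = 0.316 with an estimated correlation), and 2 of the 21 genes stand in the paper's lists. Genital ridges were not on the arrays.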

Interestingly, the direct transcriptional target *Cdkn1a/p21* is upregulated in *Tfap2c^−/−^*PGCLCs and heterozygous E12.5 genital ridges. Direct binding to and repression of *p21* has been described before using MCF-7 breast cancer cells [44]. While upregulation of the cell cycle repressor *p21* seems counterintuitive with regard to the above reported upregulation of *Ccnd1/Cdk6*, it has to be noted that p21 is not only associated with cell cycle arrest [45], [46], [47] but also described as a regulator of p53-dependent and p53-independent apoptosis [48], [49]. Using *Dead End* ^−/−^ (*Dnd1^−/−^*) mice, testicular tumors were observed after repression of Bax-mediated apoptosis [50]. Here, we speculate that *Tfap2c^+/−^* germ cells are less prone to apoptosis due to elevated level of *p21*.

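In Tfap2c−/− PGCLCs Eras was 9.14 ± 0.35 (SD, n = 2) on the log2 scale, against 5.62 ± 0.48 (SD, n = 2) in control PGCLCs and 7.07 ± 0.52 (SD, n = 2) in control ESCs, and it passed limma (SE 0.36, adjusted p = 0.00454). Klf4 was 6.78 ± 0.19 (SD, n = 2) in control PGCLCs, 9.00 ± 0.68 (SD, n = 2) in Tfap2c−/− PGCLCs and 11.00 ± 0.03 (SD, n = 2) in control ESCs. Fgf4 was 6.39 and 6.00 in control PGCLCs and 8.78 and 9.41 in the knockout. Nr0b1, an orphan nuclear receptor gene of ESCs, was 1.62 higher (SE 0.35, adjusted p = 0.0555, limma) and did not pass. Among 23 genes of the epiblast and primed pluripotency 7 rose, none fell and 16 did not pass (9 higher when adjusted over the list alone). The growth factor gene Fgf15, at 2.11, is among them. By camera the list was higher (adjusted p = 1.78e-07, and adjusted p = 0.115 with an estimated correlation), and 5 of the 23 genes stand in the paper's lists, while of the other 18 genes 4 rose.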

Loss of TFAP2C caused upregulation of the pluripotency associated genes *Eras*, *Fgf4*, *Klf4* and *Nr0b1*. *Fgf4* and *Klf4* are direct transcriptional targets. In addition, it has been reported, that loss of the TFAP2C target gene *Dmrt1* leads to upregulation of pluripotency markers *Sox2*, *Nanog*, *Oct3/4* and *E-cadherin* in testes of E13.5 mice. *Sox2* is a direct transcriptional target of DMRT1 [51]. In addition, we found three OCT3/4 dependent genes [52] *Jam2*, *FoxD3* and *Tdgf1* upregulated in *Tfap2c^−/−^*PGCLCs. 

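Of these genes Tdgf1, which encodes a coreceptor of Nodal, rose by 1.36 on the log2 scale (SE 0.15, adjusted p = 0.00598, limma), from 9.71 ± 0.32 (SD, n = 2) in control PGCLCs to 11.07 ± 0.06 (SD, n = 2) in Tfap2c−/− PGCLCs. Jam2, a junctional adhesion molecule gene, was 1.06 higher (SE 0.26, adjusted p = 0.0848, limma) and Foxd3, a forkhead factor gene of pluripotent cells, 1.04 higher (SE 0.44, adjusted p = 0.309, limma), and neither passed. The 5 probe sets of Jam2 gave log2 differences from −0.48 to 2.48. The call of Tdgf1 was lost without Tfap2c−/− PGCLC sample 2.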

Interestingly, expression of *Eras* (*ES-expressing ras*) a gene related to teratoma formation in ESCs [53] was also upregulated. Again, such an upregulation is also found upon deletion of *Dmrt1* [51], indicating that *Dmrt1* as a downstream target of TFAP2C cooperates in balancing pluripotency and germ cell differentiation. We conclude that TFAP2C represses the transcription of pluripotency-associated genes in PGCs.

During germ cell migration loss of global DNA-methylation is observed [54]. Loss of DNA methylation in migrating PGCs occurs from approximately E8.0– E11.5 [55], [56]. 

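In PGCLCs the ubiquitin ligase gene Uhrf1, whose product guides maintenance methylation, was 8.49 ± 0.29 (SD, n = 2) on the log2 scale in controls and 9.89 ± 0.07 (SD, n = 2) in the Tfap2c knockout (SE of the difference 0.18, adjusted p = 0.0103, limma). The mean of Dnmt3b was 8.08 ± 0.28 (SD, n = 2) in controls and 9.40 ± 0.18 (SD, n = 2) in the knockout. Dnmt3l was 6.51 and 4.01 in the controls and 8.96 and 7.99 in the knockout, and neither of these genes passed limma over all genes. In ESCs the knockout differed from the control by 0.21 for Uhrf1, 0.18 for Dnmt3b and 0.79 for Dnmt3l, each at an adjusted p of 1 from limma. Of 25 histone modifier genes Pcgf5 and Phf13 fell and 23 did not pass (4 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.225). Binding was not measured on the arrays.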

TFAP2C seems to contribute to this process by direct binding to regulatory regions and repression of the methyltransferases *Dnmt3b*, *Dnmt3l*, and *ubiquitin-like, containing PHD and RING finger domain 1* (*Uhrf1*). These genes are essential components of the *de novo* methylation machinery [11], [57], [58], [59]. After arrival at the genital ridges (E12.5), when *Tfap2c* is downregulated, the methylation levels are reinstalled [60]. Interestingly, embryonal carcinomas display high levels of DNMT3B and DNMT3L [61], [62], [63], [64]. Hence, the failure to repress the *de novo* methylation indicates, that these cells are prone to transform to EC-like cells. There is an association between DNA methylation and GCC susceptibility due to the fact that the global loss of DNA methylation process overlaps with the critical period for GCC formation [65].

We demonstrated here that *Dmrt1* is a direct target gene of TFAP2C in PGCLCs. Interestingly, mice deficient for *Dmrt1* are sterile and 90% develop GCC [51]. A recent study by Krentz et al. investigated teratoma susceptibility in *Dmrt1^fl/fl^ : Nanos3^Cre/+^* male mice [66]. Interestingly, the authors found *Nanos3* haploinsufficiency to modify the susceptibility of *Dmrt1* deficient male mice by elevating the tumor incidence, clearly demonstrating a role of *Nanos3* in germ cell tumor development. However, in contrast to our results, the study of Krentz et al. could not demonstrate increased teratoma formation by *Nanos3* heterozygosity on its own. As discussed there, this fact could be due to insufficient outbreeding to the 129Sv genetic background. Further, 129S6/Sv : 129S1/Sv mice were used instead of 129S2/Sv as used in our study. Strain specific variation in tumor susceptibility may have an influence on the experimental outcome.

Mice deficient for *Pten* and *Dnd1* also display increased teratoma formation [67], [68], [69]. Since, we did not see downregulation of these genes in *Tfap2c^−/−^*PGCLCs we hypothesize, that these genes act in different pathways. 

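On the arrays Dnd1, which encodes an RNA-binding protein of germ cells, was 8.09 ± 0.16 (SD, n = 2) on the log2 scale in control PGCLCs and 7.50 ± 0.46 (SD, n = 2) in Tfap2c−/− PGCLCs. The difference of −0.59 (SE 0.26, adjusted p = 0.332, limma) did not pass, and its single probe set was higher in control PGCLCs than in control ESCs by 2.12 (adjusted p = 0.00479, limma). In ESCs the knockout differed from the control by 0.18.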

The observed upregulation of *Pten* in *Tfap2c^−/−^*PGCLCs is most likely due to induction of somatic differentiation, since *Pten* has been associated with development of neuronal and synaptic structures [70].

In *Tfap2c^+/−^* male gonads foci with cells displaying continued expression of pluripotency markers *Oct/4*, *Ssea1*, *Sox2* and *Nanog* were observed. In fact, this represents a hallmark critical for transformation of PGCs into embryonal carcinoma (EC) cells between E11.5–13.5 in mice [65]. Usually postmigratory PGCs downregulate pluripotency markers and enter mitotic arrest. However, EC cells show a block of germ cell differentiation and continued proliferation and expression of pluripotency markers also seen in human pediatric cancer.

In conclusion we provide evidence that the transcription factor TFAP2C orchestrates many aspects of the genetic network regulating germ cell development (Fig. 6). Maintenance and maturation of PGC are controlled by TFAP2C by repression of somatic differentiation, cell cycle, epigenetic remodeling, and pluripotency associated genes (Fig. 6). Furthermore, mice heterozygous for *Tfap2c* or its downstream target *Nanos3* display an increase in GCC susceptibility.

**Figure 6:**
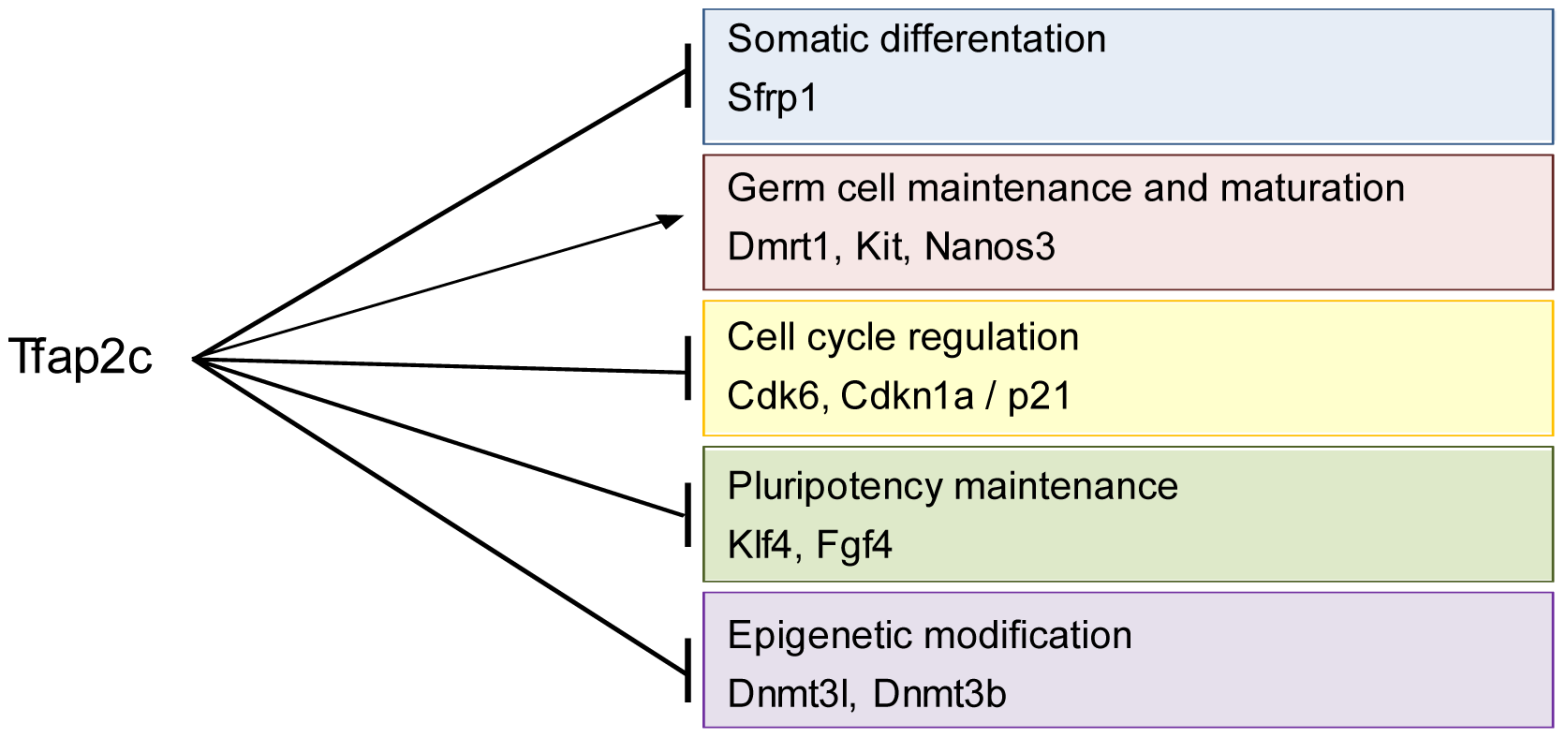
Schematic of the genes and programs regulated by TFAP2C in primordial germ cells. Black arrows indicate pathways transactivated and induced by TFAP2C and black lines with terminal bars indicate pathways repressed by TFAP2C during development of primordial germ cells. Genes listed in respective pathways indicate direct regulation as demonstrated by ChIP analyses.

## Supporting Information

Figure S1 **Generation of** ***Tfap2c^ctrl^*** **and** ***Tfap2c^−/−^*** **ESCs.** (A) Immunofluorescence staining against TFAP2C and SSEA1 protein in *ctrl* and *Tfap2c^−/−^*ESCs (cell line #1 and #2). Nuclei are stained with Hoechst. Scale bars: 100 µm. (B) Genotyping of *Blimp1mVenus/Tfap2c^flox/flox^* and *Blimp1mVenus/Tfap2c^−/−^* ESC lines by PCR. (C) FACS analysis to identify *Blimp1mVenus* positive PGCLCs. Population P3 showing *mVenus* positive cells. 8.1% *Blimp1mVenus* positive cells in ctrl whereas 3.2% positive cells measured in *Tfap2c^−/−^* cells.
(TIF) Click here for additional data file.

Figure S2 ***In vitro*** **differentiation of** ***Tfap2c^−/−^*** **and** ***ctrl*** **PGCLCs.** (A) Brightfield pictures of #1-*ctrl* ESCs and after 1 and 2 days of *in vitro* differentiation into EpiLCs. EpiLCs show a flattened epithelial-like structure (A, middle). Scale bars: 100 µm (B) ESC and Epiblast markers were analysed by RT-PCR of RNA from #1-*ctrl*; #1-*Tfap2c^−/−^* and #2-*ctrl*; #2-*Tfap2c^−/−^* ESCs and EpiLCs. *β-Actin* served as control. (C) Brightfield pictures show #1-*ctrl* and #1-*Tfap2c^−/−^* EBs. PGCLC induction is indicated by *Blimp1mVenus* fluorescence. Scale bars: 100 µm (D) Graph showing the percentage and standard deviation of PGCLCs generation efficiency, measured by FACS for #1-*ctrl* (9.3%) and #2-*ctrl* (3%). Efficiency of PGCLC formation is lower in *Tfap2c^−/−^* cells (#1∶2.7% and #2∶1.5%). Significance * *P*≤0.05. (E) RT-PCR from RNA of #1-*ctrl*; #1-*Tfap2c^−/−^* and #2-*ctrl*; #2-*Tfap2c^−/−^* PGCLCs. Expression of early germ cell markers (*Stella/Dppa3*, *Prdm14*, *Nanos3*) is reduced in *Tfap2c^−/−^*PGCLCs. As expected no signal was detected in *Tfap2c^−/−^*PGCLCs. *β-Actin* served as control.
(TIF) Click here for additional data file.

Table S1 Deregulated genes in *Tfap2c^−/−^*PGCLCs (Fold-change >1.5 in log2 scale).
(XLSX) Click here for additional data file.

Table S2 Deregulated genes in *Tfap2c^−/−^*ESCs (Fold-change >1.5 in log2 scale).
(XLSX) Click here for additional data file.

Table S3 Commonly deregulated genes in *Tfap2c^−/−^*ESCs and -PGCLCs (Fold-change >1.5 in log2 scale).
(XLSX) Click here for additional data file.

Table S4 Location of TFAP2/TFAP2C binding sites and primer sequences.
(XLSX) Click here for additional data file.

Table S5 Primer sequences for RT-PCR.
(DOCX) Click here for additional data file.

Table S6 Primer sequences for qRT-PCR.
(DOCX) Click here for additional data file.

Table S7 List of abbreviations.
(DOCX) Click here for additional data file.

Data S1 Gene Ontology analysis for >1.5 fold-change in log2 scale for *Tfap2c^−/−^*PGCLCs in comparison to *ctrl* PGCLCs.
(PDF) Click here for additional data file.

## References

[1] Oosterhuis JW, Looijenga LHJ (2005) Testicular germ-cell tumours in a broader perspective. Nature Reviews Cancer 5: 210–222. Available: http://www.ncbi.nlm.nih.gov/pubmed/15738984. Accessed 8 March 2013.10.1038/nrc156815738984

[2] Schneider DT, Calaminus G, Koch S, Teske C, Schmidt P, et al. (2004) Epidemiologic analysis of 1,442 children and adolescents registered in the German germ cell tumor protocols. Pediatric blood & cancer 42: 169–175. Available: http://www.ncbi.nlm.nih.gov/pubmed/14752882. Accessed 22 March 2013.10.1002/pbc.1032114752882

[3] MotzerRJ, Amsterdama, PrietoV, SheinfeldJ, Murty VV, et al (1998) Teratoma with malignant transformation: diverse malignant histologies arising in men with germ cell tumors. The Journal of urology 159: 133–138 Available: http://www.ncbi.nlm.nih.gov/pubmed/9400455.940045510.1016/s0022-5347(01)64035-7

[4] Ulbright TM (2005) Germ cell tumors of the gonads: a selective review emphasizing problems in differential diagnosis, newly appreciated, and controversial issues. Modern pathology: an official journal of the United States and Canadian Academy of Pathology, Inc 18 Suppl 2: S61–79. Available: http://www.ncbi.nlm.nih.gov/pubmed/15761467. Accessed 27 February 2013.10.1038/modpathol.380031015761467

[5] PierceGB, StevensLC, NakanePK (1967) Ultrastructural Analysis of the Early Development of Teratocarinomas. Journal of the National Cancer Institute Vol 39: 755–773.18623935

[6] Lawson Ka, DunnNR, Roelen B aJ, ZeinstraLM, DavisAM, et al (1999) Bmp4 is required for the generation of primordial germ cells in the mouse embryo. Genes & Development 13: 424–436 Available: http://www.pubmedcentral.nih.gov/articlerender.fcgi?artid=316469&tool=pmcentrez&rendertype=abstract.1004935810.1101/gad.13.4.424PMC316469

[7] YingY, LiuXM, Marblea, Lawson Ka, ZhaoGQ (2000) Requirement of Bmp8b for the generation of primordial germ cells in the mouse. Molecular endocrinology (Baltimore, Md) 14: 1053–1063 Available: http://www.ncbi.nlm.nih.gov/pubmed/10894154.10.1210/mend.14.7.047910894154

[8] Ying Y, Zhao GQ (2001) Cooperation of endoderm-derived BMP2 and extraembryonic ectoderm-derived BMP4 in primordial germ cell generation in the mouse. Developmental biology 232: 484–492. Available: http://www.ncbi.nlm.nih.gov/pubmed/11401407. Accessed 24 March 2013.10.1006/dbio.2001.017311401407

[9] Ohinata Y, Payer B, O’Carroll D, Ancelin K, Ono Y, et al. (2005) Blimp1 is a critical determinant of the germ cell lineage in mice. Nature 436: 207–213. Available: http://www.ncbi.nlm.nih.gov/pubmed/15937476. Accessed 5 March 2013.10.1038/nature0381315937476

[10] Kurimoto K, Yabuta Y, Ohinata Y, Shigeta M, Yamanaka K, et al. (2008) Complex genome-wide transcription dynamics orchestrated by Blimp1 for the specification of the germ cell lineage in mice. Genes & Development 22: 1617–1635. Available: http://www.pubmedcentral.nih.gov/articlerender.fcgi?artid=2428060&tool=pmcentrez&rendertype=abstract. Accessed 8 March 2013.10.1101/gad.1649908PMC242806018559478

[11] Yamaji M, Seki Y, Kurimoto K, Yabuta Y, Yuasa M, et al. (2008) Critical function of Prdm14 for the establishment of the germ cell lineage in mice. Nature Genetics 40: 1016–1022. Available: http://www.ncbi.nlm.nih.gov/pubmed/18622394. Accessed 8 March 2013.10.1038/ng.18618622394

[12] Eckert D, Buhl S, Weber S, Jäger R, Schorle H (2005) The AP-2 family of transcription factors. Genome Biology 6: 246. Available: http://www.pubmedcentral.nih.gov/articlerender.fcgi?artid=1414101&tool=pmcentrez&rendertype=abstract. Accessed 8 March 2013.10.1186/gb-2005-6-13-246PMC141410116420676

[13] Weber S, Eckert D, Nettersheim D, Gillis AJM, Schäfer S, et al. (2010) Critical function of AP-2 gamma/TCFAP2C in mouse embryonic germ cell maintenance. Biology of Reproduction 82: 214–223. Available: http://www.ncbi.nlm.nih.gov/pubmed/19776388. Accessed 8 March 2013.10.1095/biolreprod.109.07871719776388

[14] Yabuta Y, Kurimoto K, Ohinata Y, Seki Y, Saitou M (2006) Gene expression dynamics during germline specification in mice identified by quantitative single-cell gene expression profiling. Biology of Reproduction 75: 705–716. Available: http://www.ncbi.nlm.nih.gov/pubmed/16870942. Accessed 8 March 2013.10.1095/biolreprod.106.05368616870942

[15] Western PS, Miles DC, Van den Bergen J a, Burton M, Sinclair AH (2008) Dynamic regulation of mitotic arrest in fetal male germ cells. Stem cells (Dayton, Ohio) 26: 339–347. Available: http://www.ncbi.nlm.nih.gov/pubmed/18024419. Accessed 2 March 2013.10.1634/stemcells.2007-062218024419

[16] ToyookaY, TsunekawaN, TakahashiY, MatsuiY, SatohM, et al (2000) Expression and intracellular localization of mouse Vasa-homologue protein during germ cell development. Mechanisms of development 93: 139–149 Available: http://www.ncbi.nlm.nih.gov/pubmed/10781947.1078194710.1016/s0925-4773(00)00283-5

[17] SeligmanJ, PageDC (1998) The Dazh gene is expressed in male and female embryonic gonads before germ cell sex differentiation. Biochemical and biophysical research communications 245: 878–882 Available: http://www.ncbi.nlm.nih.gov/pubmed/9588208.958820810.1006/bbrc.1998.8530

[18] Seki Y, Yamaji M, Yabuta Y, Sano M, Shigeta M, et al. (2007) Cellular dynamics associated with the genome-wide epigenetic reprogramming in migrating primordial germ cells in mice. Development (Cambridge, England) 134: 2627–2638. Available: http://www.ncbi.nlm.nih.gov/pubmed/17567665. Accessed 28 February 2013.10.1242/dev.00561117567665

[19] Hoei-HansenCE, NielsenJE, AlmstrupK, SonneSB, GraemN, et al (2004) Transcription factor AP-2gamma is a developmentally regulated marker of testicular carcinoma in situ and germ cell tumors. Clinical Cancer Research 10: 8521–8530 Available: http://www.ncbi.nlm.nih.gov/pubmed/15623634.1562363410.1158/1078-0432.CCR-04-1285

[20] Pauls K, Jäger R, Weber S, Wardelmann E, Koch A, et al. (2005) Transcription factor AP-2gamma, a novel marker of gonocytes and seminomatous germ cell tumors. International journal of cancer Journal international du cancer 115: 470–477. Available: http://www.ncbi.nlm.nih.gov/pubmed/15700319. Accessed 8 March 2013.10.1002/ijc.2091315700319

[21] Ohinata Y, Sano M, Shigeta M, Yamanaka K, Saitou M (2008) A comprehensive, non-invasive visualization of primordial germ cell development in mice by the Prdm1-mVenus and Dppa3-ECFP double transgenic reporter. Reproduction Cambridge England 136: 503–514. Available: http://www.ncbi.nlm.nih.gov/pubmed/18583473. Accessed 8 March 2013.10.1530/REP-08-005318583473

[22] Werling U, Schorle H (2002) Conditional inactivation of transcription factor AP-2gamma by using the Cre/loxP recombination system. Genesis (New York, NY: 2000) 32: 127–129. Available: http://www.ncbi.nlm.nih.gov/pubmed/11857798. Accessed 8 March 2013.10.1002/gene.1005711857798

[23] Kuckenberg P, Buhl S, Woynecki T, Van Fürden B, Tolkunova E, et al. (2010) The transcription factor TCFAP2C/AP-2gamma cooperates with CDX2 to maintain trophectoderm formation. Molecular and Cellular Biology 30: 3310–3320. Available: http://www.ncbi.nlm.nih.gov/pubmed/20404091. Accessed 8 March 2013.10.1128/MCB.01215-09PMC289758220404091

[24] Hayashi K, Ohta H, Kurimoto K, Aramaki S, Saitou M (2011) Reconstitution of the mouse germ cell specification pathway in culture by pluripotent stem cells. Cell 146: 519–532. Available: http://linkinghub.elsevier.com/retrieve/pii/S0092867411007719. Accessed 5 March 2013.10.1016/j.cell.2011.06.05221820164

[25] Payer B, Chuva De Sousa Lopes SM, Barton SC, Lee C, Saitou M, et al. (2006) Generation of stella-GFP transgenic mice: a novel tool to study germ cell development. Genesis New York NY 2000 44: 75–83. Available: http://www.ncbi.nlm.nih.gov/pubmed/16437550. Accessed 8 March 2013.10.1002/gene.2018716437550

[26] Young JC, Dias VL, Loveland KL (2010) Defining the window of germline genesis in vitro from murine embryonic stem cells. Biology of Reproduction 82: 390–401. Available: http://www.ncbi.nlm.nih.gov/pubmed/19846600. Accessed 8 March 2013.10.1095/biolreprod.109.07849319846600

[27] NettersheimD, GillisA, BiermannK, LooijengaLHJ, SchorleH (2011) The Seminoma Cell Line TCam-2 is Sensitive to HDAC Inhibitor Depsipeptide but Tolerates Various Other Chemotherapeutic Drugs and Loss of NANOG Expression. 1042: 1033–1042 doi:10.1002/gcc 10.1002/gcc.2091821987446

[28] Lim S, Janzer A, Becker A, Zimmer A, Schüle R, et al. (2010) Lysine-specific demethylase 1 (LSD1) is highly expressed in ER-negative breast cancers and a biomarker predicting aggressive biology. Carcinogenesis 31: 512–520. Available: http://www.ncbi.nlm.nih.gov/pubmed/20042638. Accessed 28 February 2013.10.1093/carcin/bgp32420042638

[29] Irizarry Ra, HobbsB, CollinF, Beazer-BarclayYD, AntonellisKJ, et al (2003) Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics (Oxford, England) 4: 249–264 Available: http://www.ncbi.nlm.nih.gov/pubmed/12925520.10.1093/biostatistics/4.2.24912925520

[30] Ashburner M, Ball C, Blake J, Botstein D (2000) Gene Ontology: tool for the unification of biology. Nature … 25: 25–29. Available: http://www.nature.com/ng/journal/v25/n1/abs/ng0500_25.html. Accessed 7 April 2013.10.1038/75556PMC303741910802651

[31] Eckert D, Nettersheim D, Heukamp LC, Kitazawa S, Biermann K, et al. (2008) TCam-2 but not JKT-1 cells resemble seminoma in cell culture. Cell and Tissue Research 331: 529–538. Available: http://www.ncbi.nlm.nih.gov/pubmed/18008088. Accessed 8 March 2013.10.1007/s00441-007-0527-y18008088

[32] Ovcharenko I, Nobrega M a, Loots GG, Stubbs L (2004) ECR Browser: a tool for visualizing and accessing data from comparisons of multiple vertebrate genomes. Nucleic acids research 32: W280–6. Available: http://www.pubmedcentral.nih.gov/articlerender.fcgi?artid=441493&tool=pmcentrez&rendertype=abstract. Accessed 28 February 2013.10.1093/nar/gkh355PMC44149315215395

[33] RiversEN, HamiltonDW (1986) Morphologic analysis of spontaneous teratocarcinogenesis in developing testes of strain 129/Sv-ter mice. The American journal of pathology 124: 263–280 Available: http://www.pubmedcentral.nih.gov/articlerender.fcgi?artid=1888294&tool=pmcentrez&rendertype=abstract.3740215PMC1888294

[34] Suzuki H, Tsuda M, Kiso M, Saga Y (2008) Nanos3 maintains the germ cell lineage in the mouse by suppressing both Bax-dependent and -independent apoptotic pathways. Developmental Biology 318: 133–142. Available: http://www.ncbi.nlm.nih.gov/pubmed/18436203. Accessed 8 March 2013.10.1016/j.ydbio.2008.03.02018436203

[35] Schäfer S, Anschlag J, Nettersheim D, Haas N, Pawig L, et al. (2011) The role of BLIMP1 and its putative downstream target TFAP2C in germ cell development and germ cell tumours. International Journal of Andrology 34: e152–e158; discussion e158–e159. Available: http://www.ncbi.nlm.nih.gov/pubmed/21564135. Accessed 8 March 2013.10.1111/j.1365-2605.2011.01167.x21564135

[36] Stevens L (1964) Experimental production of testicular teratomas in mice. Proceedings of the National Academy of Sciences of …: 654–661. Available: http://www.ncbi.nlm.nih.gov/pmc/articles/PMC300322/. Accessed 7 April 2013.10.1073/pnas.52.3.654PMC30032214212538

[37] Misra K, Matise MP (2010) A critical role for sFRP proteins in maintaining caudal neural tube closure in mice via inhibition of BMP signaling. Developmental biology 337: 74–83. Available: http://www.ncbi.nlm.nih.gov/pubmed/19850029. Accessed 5 April 2013.10.1016/j.ydbio.2009.10.01519850029

[38] BeumerTL, Roepers-GajadienHL, GademanIS, KalHB, De RooijDG (2000) Involvement of the D-type cyclins in germ cell proliferation and differentiation in the mouse. Biology of reproduction 63: 1893–1898 Available: http://www.ncbi.nlm.nih.gov/pubmed/11090462.1109046210.1095/biolreprod63.6.1893

[39] Heaney JD, Anderson EL, Michelson M V, Zechel JL, Conrad P a, et al. (2012) Germ cell pluripotency, premature differentiation and susceptibility to testicular teratomas in mice. Development (Cambridge, England) 139: 1577–1586. Available: http://www.pubmedcentral.nih.gov/articlerender.fcgi?artid=3317965&tool=pmcentrez&rendertype=abstract. Accessed 8 March 2013.10.1242/dev.076851PMC331796522438569

[40] Deshpande A, Sicinski P, Hinds PW (2005) Cyclins and cdks in development and cancer: a perspective. Oncogene 24: 2909–2915. Available: http://www.ncbi.nlm.nih.gov/pubmed/15838524. Accessed 13 March 2013.10.1038/sj.onc.120861815838524

[41] Musgrove Ea, LeeCS, BuckleyMF, SutherlandRL (1994) Cyclin D1 induction in breast cancer cells shortens G1 and is sufficient for cells arrested in G1 to complete the cell cycle. Proceedings of the National Academy of Sciences of the United States of America 91: 8022–8026 Available: http://www.pubmedcentral.nih.gov/articlerender.fcgi?artid=44537&tool=pmcentrez&rendertype=abstract.805875110.1073/pnas.91.17.8022PMC44537

[42] Filipczyk A a, Laslett AL, Mummery C, Pera MF (2007) Differentiation is coupled to changes in the cell cycle regulatory apparatus of human embryonic stem cells. Stem cell research 1: 45–60. Available: http://www.ncbi.nlm.nih.gov/pubmed/19383386. Accessed 10 March 2013.10.1016/j.scr.2007.09.00219383386

[43] Singh AM, Dalton S (2009) The cell cycle and Myc intersect with mechanisms that regulate pluripotency and reprogramming. Cell stem cell 5: 141–149. Available: http://www.pubmedcentral.nih.gov/articlerender.fcgi?artid=2909475&tool=pmcentrez&rendertype=abstract. Accessed 3 April 2013.10.1016/j.stem.2009.07.003PMC290947519664987

[44] Williams CMJ, Scibetta AG, Friedrich JK, Canosa M, Berlato C, et al. (2009) AP-2gamma promotes proliferation in breast tumour cells by direct repression of the CDKN1A gene. the The European Molecular Biology Organization Journal 28: 3591–3601. Available: http://www.pubmedcentral.nih.gov/articlerender.fcgi?artid=2782101&tool=pmcentrez&rendertype=abstract. Accessed 8 March 2013.10.1038/emboj.2009.290PMC278210119798054

[45] DengC, ZhangP, HarperJW, ElledgeSJ, LederP (1995) Mice Lacking p21 c ∼ P7/wAF7 Undergo Normal Development, in Gl Checkpoint Control but Are Defective. 82: 875–884.10.1016/0092-8674(95)90039-x7664346

[46] Iii ABN, Chen X, Smeets M, Hengst L, Prives C, et al.. (1998) Effects of p21 Cip1/Waf1 at Both the G 1/S and the G 2/M Cell Cycle Transitions: pRb Is a Critical Determinant in Blocking DNA Replication and in Preventing Endoreduplication Effects of p21 Cip1/Waf1 at Both the G 1/S and the G 2/M Cell Cycle.10.1128/mcb.18.1.629PMC1215309418909

[47] Ogryzko V V, Wong P, Howard BH, Ogryzko V V, Wong P, et al.. (1997) WAF1 retards S-phase progression primarily by inhibition of cyclin-dependent kinases. WAF1 Retards S-Phase Progression Primarily by Inhibition of Cyclin-Dependent Kinases. 17.10.1128/mcb.17.8.4877PMC2323409234744

[48] Helt C, Rancourt R (2001) p53-dependent induction of p21Cip1/WAF1/Sdi1 protects against oxygen-induced toxicity. Toxicological … 222: 214–222. Available: http://toxsci.oxfordjournals.org/content/63/2/214.short. Accessed 7 April 2013.10.1093/toxsci/63.2.21411568365

[49] JavelaudD, WietzerbinJ, DelattreO, BesancË (2000) Induction of p21 Waf1/Cip1 by TNFa requires NF-kB activity and antagonizes apoptosis in Ewing tumor cells. Oncogene 1: 61–68.10.1038/sj.onc.120324610644980

[50] Cook MS, Coveney D, Batchvarov I, Nadeau JH, Capel B (2009) BAX-mediated cell death affects early germ cell loss and incidence of testicular teratomas in Dnd1(Ter/Ter) mice. Developmental biology 328: 377–383. Available: http://www.pubmedcentral.nih.gov/articlerender.fcgi?artid=2689365&tool=pmcentrez&rendertype=abstract. Accessed 7 April 2013.10.1016/j.ydbio.2009.01.041PMC268936519389346

[51] KrentzAD, MurphyMW, KimS, CookMS, CapelB, et al (2009) The DM domain protein DMRT1 is a dose-sensitive regulator of fetal germ cell proliferation and pluripotency. Proceedings of the National Academy of Sciences of the United States of America 106: 22323–22328 Available: http://www.pubmedcentral.nih.gov/articlerender.fcgi?artid=2799724&tool=pmcentrez&rendertype=abstract.2000777410.1073/pnas.0905431106PMC2799724

[52] Sharov A a, Masui S, Sharova L V, Piao Y, Aiba K, et al. (2008) Identification of Pou5f1, Sox2, and Nanog downstream target genes with statistical confidence by applying a novel algorithm to time course microarray and genome-wide chromatin immunoprecipitation data. BMC genomics 9: 269. Available: http://www.pubmedcentral.nih.gov/articlerender.fcgi?artid=2424064&tool=pmcentrez&rendertype=abstract. Accessed 24 March 2013.10.1186/1471-2164-9-269PMC242406418522731

[53] TakahashiK, MitsuiK, YamanakaS (2003) Role of ERas in promoting tumour-like properties in mouse embryonic stem cells. 423: 541–545 doi:10.1038/nature01633.1 10.1038/nature0164612774123

[54] Hackett J a, Zylicz JJ, Surani MA (2012) Parallel mechanisms of epigenetic reprogramming in the germline. Trends in genetics: TIG 28: 164–174. Available: http://www.ncbi.nlm.nih.gov/pubmed/22386917. Accessed 4 April 2013.10.1016/j.tig.2012.01.00522386917

[55] Sasaki H, Matsui Y (2008) Epigenetic events in mammalian germ-cell development: reprogramming and beyond. Nature Reviews Genetics 9: 129–140. Available: http://www.ncbi.nlm.nih.gov/pubmed/18197165. Accessed 27 February 2013.10.1038/nrg229518197165

[56] Seki Y, Hayashi K, Itoh K, Mizugaki M, Saitou M, et al. (2005) Extensive and orderly reprogramming of genome-wide chromatin modifications associated with specification and early development of germ cells in mice. Developmental biology 278: 440–458. Available: http://www.ncbi.nlm.nih.gov/pubmed/15680362. Accessed 5 March 2013.10.1016/j.ydbio.2004.11.02515680362

[57] KurimotoK, YamajiM, SekiY, SaitouM (2008) Specification of the germ cell lineage in mice ND ES NO ST ND ES OS NO ST. Cell Cycle 7: 3514–3518 Available: http://www.landesbioscience.com/journals/cbt/KurimotoCC7-22.pdf.1900186710.4161/cc.7.22.6979

[58] Bostick M, Kim JK, Estève P-O, Clark A, Pradhan S, et al. (2007) UHRF1 plays a role in maintaining DNA methylation in mammalian cells. Science (New York, NY) 317: 1760–1764. Available: http://www.ncbi.nlm.nih.gov/pubmed/17673620. Accessed 5 March 2013.10.1126/science.114793917673620

[59] Kato Y, Kaneda M, Hata K, Kumaki K, Hisano M, et al. (2007) Role of the Dnmt3 family in de novo methylation of imprinted and repetitive sequences during male germ cell development in the mouse. Human molecular genetics 16: 2272–2280. Available: http://www.ncbi.nlm.nih.gov/pubmed/17616512. Accessed 5 March 2013.10.1093/hmg/ddm17917616512

[60] Liao H-F, Tai K-Y, Chen WS-C, Cheng LCW, Ho H-N, et al. (2012) Functions of DNA methyltransferase 3-like in germ cells and beyond. Biology of the cell under the auspices of the European Cell Biology Organization 104: 571–587. Available: http://www.ncbi.nlm.nih.gov/pubmed/22671959. Accessed 1 March 2013.10.1111/boc.20110010922671959

[61] Skotheim RI, Lind GE, Monni O, Nesland JM, Abeler VM, et al. (2005) Differentiation of human embryonal carcinomas in vitro and in vivo reveals expression profiles relevant to normal development. Cancer research 65: 5588–5598. Available: http://www.ncbi.nlm.nih.gov/pubmed/15994931. Accessed 14 March 2013.10.1158/0008-5472.CAN-05-015315994931

[62] SpergerJM, ChenX, DraperJS, AntosiewiczJE, ChonCH, et al (2003) Gene expression patterns in human embryonic stem cells and human pluripotent germ cell tumors. Proceedings of the National Academy of Sciences of the United States of America 100: 13350–13355 Available: http://www.pubmedcentral.nih.gov/articlerender.fcgi?artid=263817&tool=pmcentrez&rendertype=abstract.1459501510.1073/pnas.2235735100PMC263817

[63] Almstrup K, Hoei-Hansen CE, Nielsen JE, Wirkner U, Ansorge W, et al. (2005) Genome-wide gene expression profiling of testicular carcinoma in situ progression into overt tumours. British journal of cancer 92: 1934–1941. Available: http://www.pubmedcentral.nih.gov/articlerender.fcgi?artid=2361756&tool=pmcentrez&rendertype=abstract. Accessed 10 June 2013.10.1038/sj.bjc.6602560PMC236175615856041

[64] BiermannK, HeukampLC, StegerK, ZhouH, FrankeFE, et al (2007) Genome-wide expression profiling reveals new insights into pathogenesis and progression of testicular germ cell tumors. Cancer genomics & proteomics 4: 359–367 Available: http://www.ncbi.nlm.nih.gov/pubmed/17993720.17993720

[65] Stevens L (1967) Origin of testicular teratomas from primordial germ cells in mice. Journal of the National Cancer Institute: 549–552. Available: http://jnci.oxfordjournals.org/content/38/4/549.short. Accessed 5 April 2013.6025005

[66] Krentz AD, Murphy MW, Zhang T, Sarver AL, Jain S, et al. (2013) Interaction between DMRT1 function and genetic background modulates signaling and pluripotency to control tumor susceptibility in the fetal germ line. Developmental biology: 1–13. Available: http://www.ncbi.nlm.nih.gov/pubmed/23473982. Accessed 16 March 2013.10.1016/j.ydbio.2013.02.014PMC363026523473982

[67] Kimura T (2003) Conditional loss of PTEN leads to testicular teratoma and enhances embryonic germ cell production. Development 130: 1691–1700. Available: http://dev.biologists.org/cgi/doi/10.1242/dev.00392. Accessed 7 April 2013.10.1242/dev.0039212620992

[68] Youngren KK, Coveney D, Peng X, Bhattacharya C, Schmidt LS, et al. (2005) The Ter mutation in the dead end gene causes germ cell loss and testicular germ cell tumours. Nature 435: 360–364. Available: http://www.pubmedcentral.nih.gov/articlerender.fcgi?artid=1421521&tool=pmcentrez&rendertype=abstract. Accessed 8 April 2013.10.1038/nature03595PMC142152115902260

[69] NoguchiT, NoguchiM (1985) A recessive mutation (ter) causing germ cell deficiency and a high incidence of congenital testicular teratomas in 129/Sv-ter mice. Journal of the National Cancer Institute 75: 385–392 Available: http://www.ncbi.nlm.nih.gov/pubmed/3860691.3860691

[70] Fraser MM, Bayazitov IT, Zakharenko SS, Baker SJ (2008) Phosphatase and tensin homolog, deleted on chromosome 10 deficiency in brain causes defects in synaptic structure, transmission and plasticity, and myelination abnormalities. Neuroscience 151: 476–488. Available: http://www.pubmedcentral.nih.gov/articlerender.fcgi?artid=2278004&tool=pmcentrez&rendertype=abstract. Accessed 8 April 2013.10.1016/j.neuroscience.2007.10.048PMC227800418082964

# Supplementary material for: Transcription Factor TFAP2C Regulates Major Programs Required for Murine Fetal Germ Cell Maintenance and Haploinsufficiency Predisposes to Teratomas in Male Mice
**Source:** PLoS One. 2013 Aug 13;8(8):e71113. doi: 10.1371/journal.pone.0071113
**Supplement:** Table S5 — Primer sequences for RT-PCR.

**Supplement-Table S5: mouse RT-PCR Primer**

| beta Act-F  beta Act-R | 5´- GGTCAGAAGGACTCCTATGT -3´  5´- ATGAGGTAGTCTGTCAGGTC -3´ |
| --- | --- |
| Blimp1-F  Blimp1-R | 5´-CACACAGGAGAGAAGCCACA -3´  5´- TCGAAGGTGGGTCTTGAGAT-3´ |
| c-Kit-F  c-Kit-R | 5´- AAGATGAACCCTCAGCCTCA -3´  5´- CGTCTCCTGGCGTTCATAAT-3´ |
| Dnmt3b-F  Dnmt3b-R | 5´- TGCGTCGTTCAGACAGTAGG -3´  5´- GCCCTTGTTGTTGGTGACTT -3´ |
| Dmrt1-F  Dmrt1-R | 5‘- AAGGCCCCTCCTACTCAGAA -3‘  5‘- GAGGGAGACCAAGCCAGAAT -3‘ |
| Fgf5-F  Fgf5-R | 5‘- TTGCGACCCAGGAGCTTAAT-3‘  5‘- CTACGCCTCTTTATTGCAGC-3‘ |
| Gapdh-F  Gapdh-R | 5‘- GGTGCTGAGTATGTCGTGGA- 3‘  5‘- TTGGCTCCACCCTTCAAGT- 3‘ |
| Klf4-F  Klf4-R | 5´- GCGAGTCTGACATGGCTGT -3´  5´- GAGTTCCTCACGCCAACG -3´ |
| Nanog-F  Nanog-R | 5‘- GGTGGCAGAAAAACCAGTG- 3‘  5‘- GCAATGGATGCTGGGATACT- 3‘ |
| Nanos3-F  Nanos3-R | 5´- TCCCGTGCCATCTATCAG -3´  5´- GGATGTTGAGGCAACACC -3´ |
| Oct3/4-F  Oct3/4-R | 5´- CTAGCATTGAGAACCGTGTGAG -3´  5´- GAAAGGTGTCCTGTAGCCTCAT -3´ |
| Prdm14-F  Prdm14-R | 5´- GCCTGAACAAGCACATGAGA -3´  5´- AGGAAGCCTTTCCCACAAAT -3´ |
| Sox2-F  Sox2-R | 5‘- GAACGTTCATGGTATGGT-3‘  5‘- TTGCTGATCTCCGAGTTGT- 3‘ |
| Stella-F  Stella-R | 5´- GTCGGTGCTGAAAGACCCTA -3´  5´- GATTTCCCAGCACCAGAAAA -3´ |
| Tfap2c F  Tfap2c R | 5´- ATTTCGATGACCAAGAACCCTTTG -3´  5´- ACGAGAGACGTGAGGAGAGTGAC -3´ |

# Supplementary material for: Transcription Factor TFAP2C Regulates Major Programs Required for Murine Fetal Germ Cell Maintenance and Haploinsufficiency Predisposes to Teratomas in Male Mice
**Source:** PLoS One. 2013 Aug 13;8(8):e71113. doi: 10.1371/journal.pone.0071113
**Supplement:** Table S6 — Primer sequences for qRT-PCR.

**Supplement Table S6: qRT-PCR Primer murin**

| bActin-F  bActin-R | 5´- TGTTACCAACTGGGACGACA -3´  5´- GGGGTGTTGAAGGTCTCAAA -3´ |
| --- | --- |
| Ccnd1-F  Ccnd1-R | 5´- tctttccagagtcatcaagtgtg -3´  5´- tcctcctcagtggccttg -3´ |
| c-Kit-F  c-Kit-R | 5´- gacgctgaccccttgaaa -3´  5´- gacttgggtttctgctcagg -3´ |
| Dazl-F  Dazl-R | 5´- tgctggagagcagaggagtt -3´  5´- tgaacattcattgggcaaaa -3´ |
| Dmrt1-F  Dmrt1-R | 5´- ctgatggccgagaacagc -3´  5´- ttctccatatgccctctgct -3´ |
| Dnmt3b-F  Dnmt3b-R | 5´- TGCGTCGTTCAGACAGTAGG -3´  5´- GCCCTTGTTGTTGGTGACTT -3´ |
| Dnmt3l-F  Dnmt3l-R | 5´- tctcacggagtggactgct -3´  5´- actggctgtctcttccatgc -3´ |
| Fgf4-F  Fgf4-R | 5´- gcaagctcttcggtgtgc -3´  5´- cgtaggattcgtaggcgttg -3´ |
| Gapdh-F  Gapdh-R | 5‘- GGTGCTGAGTATGTCGTGGA- 3‘  5‘- TTGGCTCCACCCTTCAAGT- 3‘ |
| Klf4-F  Klf4-R | 5´- gcgagtctgacatggctgt -3´  5´- gagttcctcacgccaacg -3´ |
| Nanog-F  Nanog-R | 5‘- GGTGGCAGAAAAACCAGTG- 3‘  5‘- GCAATGGATGCTGGGATACT- 3‘ |
| Nanos3-F  Nanos3-R | 5´- GCCAGGGCTACACTTCTGTC -3´  5´- CTTCCTGCCACTTTTGGAAC -3´ |
| p21-F  p21-R | 5´- TCTGAGCGGCCTGAAGATT -3´  5´- TGCGCTTGGAGTGATAGAAA -3´ |
| Rhox5-F  Rhox5-R | 5´- gatggggacaaggatagtgg -3´  5´- cagtgccctcagcaactg -3´ |
| Sox2-F  Sox2-R | 5‘- GAACGTTCATGGTATGGT-3‘  5‘- TTGCTGATCTCCGAGTTGT- 3‘ |
| Stella-F  Stella-R | 5´- CTTTGTTGTCGGTGCTGAAA -3´  5´- TCCCGTTCAAACTCATTTCC -3´ |
| Tfap2c-F  Tfap2c-R | 5´- AAGCGGTGGCTGACTATTTAA -3´  5´- CAGGCTGAAATGAGACAAACAG -3´ |

**human qRT-PCR Primer**

| hCCND1-F  hCCND1-R | 5´- tcacacgcttcctctccag -3´  5´- tggggtccatgttctgct -3´ |
| --- | --- |
| hDNMT3L-F  hDNMT3L-R | 5´- agcaactgggtgtgctacct -3´  5´- cgaacatctcaaggggattc -3´ |
| hDMRT1-F  hDMRT1-R | 5´- caagaagtgcaacctgatcg -3´  5´- tctctcttttgacaagcagctc -3´ |
| hDNMT3B-F  hDNMT3B-R | 5´- CCAGCTCTTACCTTACCATC -3´  5´- CAGACATAGCCTGTCGCTTG -3´ |
| hGAPDH-F  hGAPDH-R | 5´- TGCCAAATATGATGACATCAAGAA -3´  5´- GGAGTGGGTGTCGCTGTTG -3´ |
| hHOXA5-F  hHOXA5-R | 5´- GAACTCCTTCTCCAGCTCCA -3´  5´- GCGCAAGCTGCACATAAGTC -3´ |
| hC-KIT-F  hC-KIT-R | 5´- gggatgcagatcccctaaa -3´  5´- gacagaattgatccgcacag -3´ |
| hTFAP2C-F  hTFAP2C-R | 5´- GGCCCAGCAACTGTGTAAAGA -3´  5´- GCAGTTCTGTATGTTCGTCTCCAA -3´ |

# Supplementary material for: Transcription Factor TFAP2C Regulates Major Programs Required for Murine Fetal Germ Cell Maintenance and Haploinsufficiency Predisposes to Teratomas in Male Mice
**Source:** PLoS One. 2013 Aug 13;8(8):e71113. doi: 10.1371/journal.pone.0071113
**Supplement:** Table S7 — List of abbreviations.

**Supplement-Table S7: List of abbreviations**

How the deposited data were processed for this re-analysis (not part of the article)

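RNA from control and Tfap2c−/− ESCs and from control and Tfap2c−/− PGCLCs, the latter sorted for the Blimp1mVenus reporter, was measured on 8 Affymetrix mouse expression arrays, 2 for each of the 4 groups. The deposited series matrix holds, for each array, expression values on the log2 scale that the authors had normalized across arrays. The paper's methods name RMA and the submitters' processing notes name GCRMA, without a version. Both work on the probe intensities, which are not part of the deposited processed values, so background correction, quantile scaling and summary of probes into probe sets were taken as the authors made them. The array medians were 3.54 and 3.47 in control ESCs, 3.50 and 3.51 in Tfap2c−/− ESCs, 3.54 and 3.54 in control PGCLCs and 3.53 and 3.55 in Tfap2c−/− PGCLCs, and the values ran from 1.10 to 13.64. They are levels, not centred on a reference sample, and no further normalization was applied. The lowest of these levels lie at the background of the arrays, where differences are compressed. The mean differences computed from the values equalled the paper's printed fold changes within 0.0001 for all 455 genes of Table S1 in PGCLCs and all 26 genes of Table S2 in ESCs, on some probe set of the array. Of the 385 names in Table S1 that are gene names of the annotation used here, 380 had their value on a probe set of that gene.

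Each array holds 45101 probe sets, of which 64 are controls of the manufacturer. In the annotation of the array used here 34945 probe sets name 1 gene, 932 name several genes and 9160 are not listed. The first of these cover 18193 genes, and probe sets that name several genes or none were used for the clustering, the correlation of group means and the count of probe sets past the fold rule, and for no gene. Gene symbols in the paper were replaced by current symbols where these differ (Tcfap2c by Tfap2c, Sept4 by Septin4, Tex13 by Tex13b). Spink3, which Table 1 prints as Sprink3, was replaced by Spink1. Values of all 8 samples were used and no value column was left out. No array was a copy of another.

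The paper's rule, a difference of group means above 1.5 on the log2 scale, was applied to probe sets, and a gene was counted when any of its probe sets passed. Tests were made with limma 3.58.1 in R 4.3.3. A gene was represented by the probe set with the highest mean over the 8 arrays, the 4 group means were fitted together, which left 4 residual degrees of freedom, and the variances were moderated by eBayes with a trend on the mean level (3.67 prior degrees of freedom). The comparisons were Tfap2c−/− against control in PGCLCs and in ESCs, the difference between these effects, and control PGCLCs against control ESCs. Tests took both directions, p was adjusted by the Benjamini-Hochberg method over the 18193 genes, and a gene passed at an adjusted p under 0.05. Gene lists were tested with camera of limma with a preset correlation of 0.01 between genes, and again with the correlation estimated from the data. Of 42 lists, written before the data were examined, 39 had at least 3 measured genes, and p was adjusted over these. The paper chose 11 of the 42 lists on these samples. Samples were clustered on all probe sets except controls by 1 minus the Pearson correlation with average linkage in SciPy 1.17.1, with NumPy 2.4.6, pandas 2.3.3 and Python 3.11.15, and plots were drawn with Matplotlib 3.10.9.

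The rule for the genes named in the text was also written then. For PGCLCs it takes the 10 largest increases and the 10 largest decreases among genes past limma in which both knockout samples lie on the same side of both controls. For ESCs it takes 5 each way by the same rule, and for the difference between cell types the 5 largest each way. It adds the genes the paper names for the arrays, whose values in the paper's tables had been seen, and from each list described up to 4 members past limma with the largest change, or the 2 members with the largest difference where none passed. Genes named outside this rule were chosen after their values were seen. These are Grb10, the neural gene Sox1 and the members of lists in the comparison of control PGCLCs with control ESCs.

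The analysis was tested on simulated data, made by adding known changes to noise with the spread of these arrays. In the PGCLC comparison limma recovered 22 of 50 genes changed by 1, 37 of 50 changed by 1.5, 48 of 50 changed by 2 and 48 of 50 changed by 3 on the log2 scale, with 8 false calls. For the difference between cell types it recovered 4, 23, 34 and 47 of 50 genes, with 3 false calls, and in the ESC comparison, where nothing was changed, it called 0 genes. The simulation has 1 value per gene, and on it the fold rule passed 45 unchanged genes in PGCLCs and 53 in ESCs. Camera called the 1 changed list of 21 and 0 of the unchanged lists. A change of 1 on the log2 scale in 1 cell type is thus found for fewer than 1 gene of 2, which limits what the absence of a call means.

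The alternatives tried were another way to choose the probe set of a gene, quantile normalization, a filter on dim probe sets, probe sets marked as liable to cross-hybridize left out, each sample left out in turn, the replicate number as a block, a fit of the 4 samples of a comparison alone, eBayes without trend, the Spearman correlation and the probe sets of the paper's heat map for the clustering. The qRT-PCR, ChIP, FACS, TCam-2 and mouse data of the paper are not on these arrays and were not analysed here. The enrichment of gene ontology terms was not analysed here.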

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

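The 5 tests of explanations in this part were chosen after the results were seen. By limma the effect of the knockout differed between PGCLCs and ESCs for 27 genes, which is a difference between groups. The effect in PGCLCs minus the effect in ESCs, on the log2 scale, was 4.06 for Cbr3, 3.92 for Stmn2, 3.59 for Laptm5, 2.74 for Fgf4 and 2.40 for Cobl, and −5.25 for Rhox6, −4.98 for Rhox9, −4.86 for BC048679, −4.47 for Chdh, −4.29 for Plcd1, −2.89 for Hk1 and −1.70 for Cxcr4. The count was 1 without control ESC sample 1, 2 without Tfap2c−/− PGCLC sample 2, 7 and 8 without Tfap2c−/− ESC sample 1 and 2, 10 without Tfap2c−/− PGCLC sample 1, 11 without control ESC sample 2 or control PGCLC sample 2, and 56 without control PGCLC sample 1, of which 31 had the higher value in PGCLCs. The difference for Laptm5 was 0.03 without probe sets liable to cross-hybridize. Its call (adjusted p = 0.049, limma) was lost with all probe sets (0.0796), the mean of probe sets (0.12) and dim genes left out (0.0504). It was also lost with eBayes without trend (0.0518) and with the replicate number as a block (0.0557). Rhox9 lay near or below the array medians in ESCs of both genotypes, so its difference cannot show a smaller response in ESCs.

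In a comparison the paper does not test gene by gene, control PGCLCs differed from control ESCs in 1522 genes by limma, 845 higher and 677 lower. The count was 325 and 523 without control ESC sample 1 and 2, and 653 (303 higher and 350 lower) and 390 without control PGCLC sample 1 and 2.

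Genes that rose in Tfap2c−/− PGCLCs tend to be high in ESCs. Of 235 genes higher in the knockout 127 are lower in control PGCLCs than in control ESCs, where independent lists would share 8.74, and of 327 genes lower in the knockout 232 are higher in control PGCLCs, where independent lists would share 15.2. Both comparisons share the control PGCLC samples, and the correlation of their effects, −0.549, was close to the mean of −0.497 and the lowest value of −0.536 in 100 simulations with shared samples alone, so much of the correlation may come from these, while the covariance, −0.159, was beyond the simulated mean of −0.038 and lowest value of −0.042, which argues against them as the whole explanation. The tables also argue against RNA of undifferentiated ESCs as the whole explanation, since the implied shares ran from 0.3% to 140.8% and 59.1% of 22 ESC-high genes lay within 2 times of the median share, where at least 90% was taken to speak for it and under 75% against it. A lower share of PGCLCs among the sorted cells stays open, since of 7 lists of other cell types 2, neural and primed, rose by camera, and 4 without control PGCLC sample 1 or Tfap2c−/− PGCLC sample 2, while none was called with an estimated correlation (adjusted p = 0.0847 for neural and 0.115 for primed, and at least 0.105 without those samples). Expression in the knockout cells closer to that of ESCs stays open too, as a hypothesis found on these data that was not tested.

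Meg3, Rian and Mirg, noncoding RNAs of the imprinted Dlk1-Dio3 region, are low in the knockout samples numbered 2 of both cell types. All 8 of their probe sets with signal lay at least 1 on the log2 scale below the lowest other sample in both cell types, which argues against failed probes or a failed array. Tfap2c−/− PGCLC sample 1 lay above the control mean by 2.46 on average on the log2 scale, where the controls had an SD of at most 0.55. In PGCLCs this argues against loss of Tfap2c as the cause, but it rests on 1 sample. In ESCs Tfap2c−/− sample 1 minus the control mean was −0.5 for Meg3, −0.2 for Rian and −0.4 for Mirg, which does not argue against it there. A property of the cells behind the knockout samples numbered 2 may explain the low values. No biological explanation of this kind was tested, since the labels do not name the cell line of each sample.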

How the results depend on the processing

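The setting without both knockout samples numbered 2 was chosen after seeing the data; the other settings were planned. Fits without 1 sample assume that the lone sample left in its group varies like the other groups. With the mean of a gene's probe sets the fold rule gave 236 genes in PGCLCs, 15 in ESCs and 4 in both, and with the replicate number as a block, each knockout sample having to pass against the control of its number, 248, 5 and 1. With the block in limma 556 genes passed in PGCLCs and 22 for the difference between cell types, Laptm5 (adjusted p = 0.0557) and Cxcr4 (0.0668) not among them, and deviations from the group mean correlated between samples of the same number from −0.33 (control and Tfap2c−/− ESCs) to 0.39 (control and Tfap2c−/− PGCLCs). Leaving out 1 sample at a time, the fold counts ran from 350 to 665 in PGCLCs, 25 to 202 in ESCs and 7 to 34 in both. The limma counts ran from 87 to 609 in PGCLCs, 0 to 1 in ESCs (455 genes at an unadjusted p under 0.05 with all samples), 1 to 56 for the difference between cell types and 325 to 1721 for control PGCLCs against control ESCs. With the 4 PGCLC samples alone 187 genes passed, since fewer samples estimate the spread. For the difference between cell types 17 genes passed with all probe sets and 17 with dim genes left out. Without both knockout samples numbered 2, limma gave 28 genes in PGCLCs and 0 for the difference (1249 at an unadjusted p under 0.05), and camera called 5 lists in ESCs. With an estimated correlation camera called 0 lists in PGCLCs, 0 in ESCs, 0 for the difference and 0 for control PGCLCs against control ESCs, instead of 15, 8, 14 and 15. Leaving out 1 sample, camera called 5 to 10 lists in ESCs. Some directions reversed. Laptm5 was −0.075 in PGCLCs without probe sets liable to cross-hybridize, and the neural gene Sox1 was 1.47 with all probe sets (adjusted p = 0.0303, limma) instead of −0.44 (0.408). The adjusted p of the Dlk1-Dio3 list in PGCLCs ran from 0.0137 to 0.966 without 1 sample and was 2.66e-05, higher instead of lower, without both knockout samples numbered 2 (0.0251 without Tfap2c−/− PGCLC sample 2 alone). In ESCs the WNT list ran from 0.000373 to 0.856 without 1 sample and was 0.67 without both, and the glycolysis list ran from 3.32e-08 to 0.604 and was 0.424, reversed in both cases without Tfap2c−/− ESC sample 2. The Spearman correlation kept 4 of 6 groupings of the clustering, and probe sets with a range of at least 3 kept 5. With dim probe sets left out the share of variance explained in PGCLCs was 0.931. The cause of these changes was not tested except where stated. Low signal over background limits the folds of dim genes.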

Differences from the paper's values

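No test in this part was chosen after the result was seen. For 15 genes of Table 1 and 1 of Table S3 the log2 fold change in PGCLCs on the most highly expressed probe set differed from the paper's by more than the larger SD of the control and knockout samples. Bold type in Table 1 marks fold changes above 1.5, and Hoxa3, Cdk16, Dazl, Cdk7 and Hells are in regular type. The differing genes are Bcl11a (the paper's 1.93, here 0.055), Lhx1 (the paper's −1.59, here −0.73), Hoxa3 (the paper's 1.13, here 0.006), Cdk16 (the paper's −1.0, here 0.16), Dazl (the paper's −1.4, here −1.25), Ccnt2 (the paper's 1.88, here 0.31), Cdk7 (the paper's 1.17, here −0.003), Jam2 (the paper's 2.47, here 1.06), Msi2 (the paper's 2.31, here 1.46), Hells (the paper's 1.09, here 0.20) and, in Table S3, Slc38a4 (the paper's −1.5213, here −0.64). For each of these 11 genes the setting with all probe sets falls within the paper's value, and no other alternative set before the data were examined does.

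For Hoxa5 (the paper's 1.97, here 0.51) the settings with all probe sets, the mean of probe sets and without probe sets liable to cross-hybridize fall within the paper's value, and the others do not. For Bik (the paper's −2.2, here −1.05) all probe sets and the setting without probe sets liable to cross-hybridize do, and the others do not. For Ncam1 (the paper's 2.42, here 1.50) all probe sets and the settings without control PGCLC sample 1 or Tfap2c−/− PGCLC sample 1 do, and the others do not. For Mbd2 (the paper's 1.54, here 0.81) the setting without control PGCLC sample 1 does, and the others, all probe sets included, do not. For Enah, taken as the gene that Table 1 prints as Ehna (the paper's 2.01, here 1.06), none of the alternatives does. With all samples the probe sets of Mbd2 gave 0.38 to 0.81 and those of Enah 1.06 to 2.55. All values of Table S1 matched a probe set with both samples of each group. A match without 1 sample thus does not show that the paper left that sample out.

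For Cdk16, which the paper lists as lower, and Cdk7, which it lists as higher, other probe sets of the gene gave −1.00 and 1.18. The paper prints R² beside its scatter plots; the printed numbers match the correlation here, 0.984 in PGCLCs and 0.995 in ESCs, whose squares are 0.969 and 0.990. The paper lists Ccnd1, Cdk6, Cdkn1a, Dnmt3b, Dnmt3l, Nr0b1, Jam2, Foxd3, Dazl and Dmrt1 as deregulated in Table 1, and states no test per gene for the arrays. Here the fold of each had the paper's direction, and none passed limma with all 8 samples on the most highly expressed probe set. Without control PGCLC sample 1 limma called Ccnd1 (adjusted p = 0.0232), Cdkn1a (0.0405), Dnmt3l (0.00673), Nr0b1 (0.011) and Jam2 (0.0428). With dim genes left out it called Ccnd1 (0.0481), Dnmt3l (0.0438) and Nr0b1 (0.0413), and with the replicate number as a block Dnmt3l (0.0231). It called Dnmt3b without control ESC sample 1 (0.0413) or 2 (0.0406), Dmrt1 without Tfap2c−/− ESC sample 1 (0.0452) or 2 (0.0451), and with the 4 PGCLC samples alone Dmrt1 (0.046) and Dazl (0.0455). No setting called Cdk6 or Foxd3.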

Other observations

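No test of an explanation is reported in this part. The members named for control PGCLCs against control ESCs, and Grb10, were chosen after their values were seen. Control PGCLCs were higher than control ESCs in 12 of 22 genes of PGC specification and lower in 1 (14 and 1 when adjusted over the list alone). By camera the list was higher (adjusted p = 1.43e-06, and adjusted p = 0.15 with an estimated correlation). On the log2 scale Dppa3 was at 4.05, Fgfr2 at 3.48 and Prdm1 at 1.99. The PGCLCs were sorted for the reporter of Prdm1 (Blimp1), so the higher Prdm1 is not independent of the selection. Of 25 genes of naive pluripotency 3 were higher and 11 lower (camera adjusted p = 0.000484, and adjusted p = 0.457 with an estimated correlation), with Klf4 at −4.22 and Fgf4 at −3.10. Of 13 BMP genes 5 were higher and none lower (camera adjusted p = 0.000257, and adjusted p = 0.411 with an estimated correlation), with Msx2 at 3.21.

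In Tfap2c−/− PGCLCs against control PGCLCs, 2 of 20 FGF/ERK genes rose and 1 fell (camera adjusted p = 0.00614, and adjusted p = 0.385 with an estimated correlation), 2 of 13 hedgehog genes rose (camera adjusted p = 0.0156, and adjusted p = 0.295 with an estimated correlation; adjusted p = 0.167 without control PGCLC sample 2), and of 42 imprinted genes 3 rose and 2 fell (camera adjusted p = 0.266; 0.0115 without control PGCLC sample 1 and 0.0172 without Tfap2c−/− PGCLC sample 2, both lost with an estimated correlation, at an adjusted p of at least 0.105). The lists of trophoblast (0.908), fibroblast (0.102), blood and endothelium (0.702), BMP (0.585), WNT (0.882), glycolysis (0.903), stress response (0.903), nucleotide and mitochondrial (0.903), AP-2 family (0.94), sex chromosome (0.393), Dlk1-Dio3 (0.917), methylation-silenced germline (0.0544) and housekeeping (0.882) genes had these camera adjusted p. The fibroblast list was called without control PGCLC sample 1 (0.00201) or Tfap2c−/− PGCLC sample 2 (0.00249), and the methylation-silenced germline list without control PGCLC sample 2 (0.0213), Tfap2c−/− PGCLC sample 1 (0.00973) or either Tfap2c−/− ESC sample (0.0343), and each of these calls was lost with an estimated correlation (adjusted p of at least 0.093). Of 9 measured genes that the paper tested by ChIP 3 rose in Tfap2c−/− PGCLCs, 1 (Kit) fell and 5 did not pass. By camera the list was higher (adjusted p = 0.000235, and adjusted p = 0.0868 with an estimated correlation). The paper chose this list on these samples, so it is not independent evidence. In Tfap2c−/− ESCs the list of 23 glycolysis genes was lower (camera adjusted p = 0.00199) and that of 14 WNT genes higher (camera adjusted p = 0.0439). Each had adjusted p = 0.719 with an estimated correlation, and each direction reversed without Tfap2c−/− ESC sample 2. The list of 4 reproductive homeobox genes was lower (camera adjusted p = 2.47e-08, and adjusted p = 0.196 with an estimated correlation).

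The imprinted gene Grb10 was 3.56 and 8.27 on the log2 scale in control PGCLCs and 4.31 and 9.02 in control ESCs. The Tfap2c−/− samples 1 and 2 minus the control mean were 4.22 and 4.32 in PGCLCs and 1.66 and 0.98 in ESCs. The controls of each cell type lay far apart, so these differences depend on which control is used. In the samples numbered 2 the knockout minus the control mean was −3.29 in ESCs and −2.04 in PGCLCs for Mirg.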
